# Infection of *C. elegans* by *Haptoglossa* Species Reveals Shared Features in the Host Response to Oomycete Detection

**DOI:** 10.3389/fcimb.2021.733094

**Published:** 2021-10-14

**Authors:** Manish Grover, Michael K. Fasseas, Clara Essmann, Kenneth Liu, Christian Braendle, Marie-Anne Félix, Sally L. Glockling, Michalis Barkoulas

**Keywords:** *chitinase-like*, CLPs, gun cells, haptoglossa, oomycete, innate immunity

## Abstract

Oomycetes are a group of eukaryotic organisms that includes many important pathogens of animals and plants. Within this group, the *Haptoglossa* genus is characterised by the presence of specialised gun cells carrying a harpoon-like infection apparatus. While several *Haptoglossa* pathogens have been morphologically described, there are currently no host systems developed to study the infection process or host responses in the lab. In this study, we report that *Haptoglossa* species are potent natural pathogens of *Caenorhabditis* nematodes. Using electron microscopy, we characterise the infection process in *C. elegans* and demonstrate that the oomycete causes excessive tissue degradation upon entry in the body cavity, whilst leaving the host cuticle intact. We also report that the host transcriptional response to *Haptoglossa* infection shares similarities with the response against the oomycete *Myzocytiopsis humicola*, a key example of which is the induction of *chitinase-like (chil)* genes in the hypodermis. We demonstrate that this shared feature of the host response can be mounted by pathogen detection without any infection, as previously shown for *M. humicola*. These results highlight similarities in the nematode immune response to natural infection by phylogenetically distinct oomycetes.

## Introduction

Studying biological organisms in their natural context can reveal specific features that organisms have evolved for survival in their ecological habitat. Such features may include specific anatomical and molecular responses to natural pathogens that occupy the same niche and pose an infection threat. For example, in *C. elegans*, the swollen-tail phenotype is observed in response to bacterial infection by *Microbacterium nematophilum* (Hodgkin et al., 2000); secretion of antimicrobial peptides of the *nlp (neuropeptide-like proteins)* and *cnc (caenacin)* families characterises the response to fungal infection by *Drechmeria coniospora* (Pujol et al., 2008; Zugasti and Ewbank, 2009); and finally, the intracellular pathogen response (IPR) is induced when *C. elegans* is challenged with microsporidia, such as *Nematocida parisii* (Reddy et al., 2017). Therefore, expanding our knowledge on natural pathogens can help us understand the battery and specificity of innate immune responses that are relevant within a complex wild environment.

Oomycetes are filamentous eukaryotic microbes which superficially resemble fungi but are phylogenetically distinct (Beakes et al., 2012). They exist in both terrestrial and aquatic environments and several of them are successful pathogens of plants and animals (Derevnina et al., 2016). Notable examples include *Phytophthora infestans*, which causes late blight of potato (Fry, 2008) and *Pythium insidiosum*, which causes pythiosis in humans and other mammals (De Cock et al., 1987). Due to a paucity of experimentally tractable model systems, animal oomycete infections have been understudied compared to plant infections. We have previously identified an oomycete, *Myzocytiopsis humicola*, as a natural pathogen of *C. elegans* (Osman et al., 2018), which allows to make use of the plethora of tools available for research on this model organism to understand animal-oomycete interactions. We have shown that exposure to *M. humicola* leads to induction of the host *chitinase-like (chil)* genes in the hypodermis, with *chil-27* being a member of this family previously used as a marker of infection (Osman et al., 2018). CHIL proteins are thought to be catalytically inactive chitinases and may act by modifying the cuticle properties, thereby antagonising infection by limiting pathogen attachment to the host (Osman et al., 2018). Interestingly, *chil* gene induction is part of a broader oomycete recognition response (ORR) programme, which is likely to be triggered upon neuronal detection of a pathogen-associated molecular pattern that remains currently unknown (Fasseas et al., 2021).

In this study, we report additional oomycete species belonging to the *Haptoglossa* genus as potent pathogens of *C. elegans*. *Haptoglossa* constitutes the earliest diverging clade within the oomycete lineage along with *Eurychasma* and *Haliphthora* (Beakes et al., 2012). *Haptoglossa* was initially described as an obligate endoparasite of nematodes and rotifers living in soil and decaying vegetation (Drechsler, 1940; Barron, 1980; Robb and Barron, 1982). Since then, multiple species have been investigated at the morphological level (Glockling and Beakes, 2000b; Glockling and Beakes, 2000c; Glockling and Beakes, 2001; Hakariya et al., 2007), but no model host has been developed to systematically study these unusual pathogens. The genus is characterized by the production of unique injection cells, known as gun cells, which physically rupture the cuticle of the host to transfer a single-celled sporidium inside the host to initiate the infection. These gun cells have granted *Haptoglossa* the stature of being nature’s “ballistic missile” (Robb and Barron, 1982). The gun cells show remarkable diversity in their shape and size and arise from flagellated motile zoospores or non-motile aplanospores depending on the species (Glockling and Beakes, 2000a; Hakariya et al., 2007). We investigate the host response to *Haptoglossa* infection and report similarities with what has previously been discovered for *M. humicola* recognition (Fasseas et al., 2021). We finally reveal that distinct *Haptoglossa* strains from different geographical locations are all capable of triggering *chil-27* gene induction, which highlights a common response associated with oomycete recognition in *C. elegans*.

## Materials and Methods

### Strains and Oligos Used in the Study

Most nematode strains including *C. elegans* N2, CB4856, *Caenorhabditis briggsae* AF16, *Caenorhabditis remanei* PB4641, *Caenorhabditis angaria* RGD1, *Oscheius tipulae* CEW1, *Pristionchus pacificus* PS312 were obtained from the Caenorhabditis Genetics Center (CGC), USA. *Mesorhabditis spiculigera* MBA1180 was isolated from rotten lemons in Athens, Greece. *Haptoglossa zoospora* MBAo1 was isolated from a manure pile near Sandy in Bedfordshire, UK. *Haptoglossa sp*. JUo6 was isolated on *Oscheius tipulae* from rotting fruits of *Magnolia hypoleuca* sampled in the Botanical garden of the University of Sendai in Japan. NICo1 was isolated on *Caenorhabditis tropicalis* from rotten figs in Manzhou Township, Pingtung County, Taiwan. The oomycete *Myzocytiopsis humicola* JUo1 and strains JU2519 and MBA281 containing icbIs4[pGO4, pCMH1195] II were described in a previous study (Osman et al., 2018). *C. elegans* strain N2 was cultured on NGM plates seeded with *E. coli* OP50 at 20°C under standard conditions (Stiernagle, 2006). All oomycete isolates were grown and maintained at 25°C on standard NGM plates along with *C. elegans* N2 (Stiernagle, 2006). The cultures can be maintained indefinitely by adding fresh N2 whenever the plate is running out of food in the case of *Haptoglossa*. Molecular characterization of *Haptoglossa* isolates was performed using the following primers for *cox-2* and 18S: Cox-2F:GGCAAATGGGTTTTCAAGATCC and Cox-2R: CCATGATTAATACCACAAA, Hap-18SF : ATTAACTGTGCGGATCGTGC and Hap-18SR : CATAGTACGCACGCACCAAA. FISH was performed as previously described (Osman et al., 2018).

### Pathogen Extract Preparation

Pathogen and control extracts were prepared as previously described (Fasseas et al., 2021). Briefly, 90 mm plates showing advanced stage *Haptoglossa* infection were thoroughly washed with 3 ml H_2_O with simultaneous scrapping of the plate surface to recover as many dead worms as possible. The suspension was centrifuged either at 1000xg or 12,000xg for 5 min and the supernatant was passed through a 0.2μm syringe filter to obtain an extract. Extracts obtained by centrifuging the suspension at 1000xg speed and keeping the supernatant resulted in higher numbers of worms showing *chil-27p::GFP* induction. Extracts from the gun cells and thalli of the aplanosporic *Haptoglossa* strain NICo1 were made by transferring clusters of gun cells or worms containing early-stage thalli into 100 μl H_2_O. The mixtures were heated at 95°C for 20 minutes and allowed to cool before use in phenotypic assays. *M. humicola* extract was prepared by picking sporangia filled animals into 100 µl H_2_O which was then heated at 95°C for 20 minutes. A control extract was made in the same manner using N2 adults into 100 μl H_2_O.

### Phenotypic Assays

All infection assays were performed at 25°C in triplicates on standard NGM plates with a small lawn of *E. coli* OP50 made using 100 µl of bacterial culture. Infection assays were started by moving 30 L4 animals to plates containing 10 infected worms and 3 such plates were used per condition (n=90 animals in total). The animals were scored for visible infection (i.e. development of spherical sporangia for *M. humicola* JUo1 and sausage-like thalli for *Haptoglossa* isolates) and the live animals were moved to new plates without any pathogen every 48 hours until all the animals in the assay were dead. Dead animals without any signs of infection or those that got lost were censored. All experiments were reproduced at least three times and GraphPad Prism 7 (GraphPad Software Inc.) was used to plot and compare survival curves. The log-rank test was used to assess statistical significance and a *p* value of <0.05 was considered significant.

For induction assays, the extracts were made as described above and 100-150 µl was added to OP50 plates to fully cover the bacterial lawn. Around 100 synchronized *C. elegans* L2 stage worms or ~ 400 eggs were added to each plate. The plates were incubated at 20^°^C and scored for *chil-27p::GFP* induction after 24h or 48h respectively using a Zeiss Axio Zoom V16 (Zeiss) microscope. Animals were classified in two groups (GFP positive and negative) and *col-12p::mCherry* expression was confirmed in both cases. For each condition 50 worms from 3 plates were counted and the experiment was repeated 3 times using independent batches of prepared extracts. Chi-squared test was used to assess statistical significance.

For induction assays with thalli and gun cells from strain NICo1, the extracts were made as described above and 100 µl was added to OP50 plates to fully cover the bacterial lawn. Approximately 400 C*. elegans* eggs were added to each plate. The plates were incubated at 20°C and scored for *chil-27p::GFP* induction after 48h using a Zeiss Axio Zoom V16 (Zeiss) microscope. Animals were classified in two groups (GFP positive and negative) and *col-12p::mCherry* expression was confirmed in both cases. For each condition, two independent extracts were prepared and applied onto separate plates. 30 worms were counted for each plate (n = 60). Chi-squared test was used to assess statistical significance.

For avoidance assays, either 10 infected worms or 100 µl of extract were added to 50 µl OP50 lawn on NGM plates as described above. 30 animals were added onto each plate with 5 plates per condition and the number of animals on the lawn was scored after 2h and 16h of incubation at 25°C. Chi-squared test was used to assess statistical significance.

### RNA-Sequencing

The experiment was conducted in biological triplicates. Synchronized L4 stage N2 animals were added onto NGM plates containing a 100 µl lawn of OP50 with multiple MBAo1 infected worms. The plates were incubated at 20°C and animals were collected by gentle washing with M9 buffer (Stiernagle, 2006) after 6 hours and 12 hours post-pathogen exposure. RNA was extracted using Trizol and quality was tested by agarose gel electrophoresis before sending for sequencing at BGI Genomics (Hong Kong). Pseudoalignment of raw reads was performed using Kallisto (Bray et al., 2016) and WS235 transcriptome from Wormbase to obtain the TPM (transcript per million) values for all genes. These counts were then analyzed by Sleuth with Wald test for two-sample comparisons to obtain a final list of differentially expressed genes (Pimentel et al., 2017). Overlaps between gene lists were assessed based on a hypergeometric test at nemates.org. The raw RNAseq data have been deposited to NCBI GEO under accession GSE175950.

### Gene Set Enrichment Analysis (GSEA)

The RNAseq datasets (6h and 12h exposure to *H. zoospora)* were compared to other *C. elegans* transcriptomic datasets using Gene Set Enrichment Analysis (GSEA) software v4.0.3 (Mootha et al., 2003; Subramanian et al., 2005). The genes that were significantly differentially expressed post pathogen exposure (FDR<0.1) were ranked based on their *b* value in descending order. We used 65 gene sets for the analysis derived from (Osman et al., 2018; Reddy et al., 2019) and WormExp [(Yang et al., 2016), which can be found in **Table S2**]. Pre-ranked analysis with weighted enrichment statistic, 1000 permutations and a minimum of 15 genes overlap, was performed independently for 6h and 12h post-pathogen exposure. The NES-values of gene sets with FDR<0.25 and nominal *p* value<0.05 were considered as significant and the results are summarized in **Table S3**.

### Transmission Electron Microscopy (TEM)

Samples for TEM were prepared following the conventional two-step fixation for TEM protocol 8 published in WormBook (Shaham, 2006) with few amendments. Briefly, N2 animals were exposed to pathogen for 6, 24 and 48 hours and controls were washed with M9 buffer, fixed for 1 hour at room temperature (2.5% glutaraldehyde, 1% paraformaldehyde in 0.1M sucrose, 0.05M cacodylate), rinsed and placed onto a glass slide to be cut in half, and placed back into fixing solution overnight at 4°C. Samples were washed 3x with 0.1M cacodylate, fixed in 0.5% OsO_4_, 0.5% K_4_Fe(CN)_6_ in 0.1M cacodylate for 90 minutes at 4 °C, followed by a 3x wash with 0.1M cacodylate. About 3-4 parallel aligned fixed worm halves were embedded close together in 2% low melt temperature agarose. Small agarose blocks containing the worm halves were cut out and dehydrated through an ethanol series at room temperature of 10 min 25% ethanol, 10 min 50% ethanol (or alternatively stored in 50% o/n at 4°C), 10 min 70% ethanol, 10 min 90% ethanol, 5x 8min 100% ethanol and at last 3x 10 min epoxypropane. Samples were infiltrated with resin (10g Agar 100, 8g DDSA, 5g NMA) through a series of 40min in 1:2 resin/epoxypropane, 40 min in 2:1 resin/epoxypropane, and 2h in absolute resin. Resin was taken off, the samples placed at 40°C for 10min to evaporate the remaining epoxypropane and placed back into fresh resin over night at room temperature. Samples were then placed into an embedding mold, covered with fresh resin and cured at 60°C for 2-3 days. 70 nm thick sections were cut and imaged using a JEOL JEM1010 TEM with a Gatan Orius camera.

### Scanning Electron Microscopy (SEM)

To perform scanning electron microscopy, mixed-stage populations were collected from plates containing the pathogen, washed twice with M9 and fixed for 3 hours at room temperature in a solution containing 3% glutaraldehyde (Sigma) in M9. Fixed animals were then washed twice in M9 and dehydrated gradually from 15% to 100% ethanol. Samples were dried in a critical point dryer (K850, ProSciTech) and coated with gold/palladium for 90s using the SC7620 Mini Sputter Coater (Quorum technologies). The samples were imaged in a JEOL JSM-6390 scanning electron microscope using 5 to 25 kVolt acceleration voltage.

## Results

### The Oomycete *Haptoglossa zoospora* Is a Potent Pathogen of *C. elegans*

To discover new oomycete pathogens infecting *C. elegans*, we turned to a site in Bedfordshire in England, where *Haptoglossa* infections had been previously observed. *Haptoglossa* is a basal group of oomycetes that diverged before the Saprolegnian and Peronosporalean clades (Hakariya et al., 2007; Hakariya et al., 2009; Beakes et al., 2012; Spies et al., 2016; Grover and Barkoulas, 2021). We used *C. elegans* N2 animals as a pathogen trap and infected worms were identified by the presence of sausage-like thalli, which appeared initially smooth (**Figures 1A, B**) and later developed short exit tubes to release infectious spores (**Figure 1C**). To identify the pathogen we used 18S and cytochrome oxidase 2 (*cox-2*) amplicons as barcodes (Choi et al., 2015). Sequencing of 18S amplicons revealed a sequence identity to *Haptoglossa zoospora* strains Y11 and LEV6507 (Spies et al., 2016). This was further supported by *cox-2* sequencing, which revealed high similarity to *Haptoglossa zoospora* strains (**Figure S1**). To consolidate the identification, we used fluorescence *in situ* hybridisation (FISH) targeting the 18S rRNA of *H. zoospora*. We detected the oomycete as single-cell sporidia inside the nematode body (**Figure 1D**), which developed to thalli that covered the entire length of the animal (**Figures 1E, F**). While the exact dynamics of this infection were dependent upon the availability of the pathogen and the likelihood of a nematode encountering a gun cell, the infection proceeded quickly with dead animals appearing within 24-48 hours post exposure to the pathogen. Moreover, in contrast to *M. humicola* (strain JUo1), this pathogen was extremely potent and all nematodes died upon pathogen exposure, therefore *Haptoglossa* cultures could only be maintained by introducing new nematodes (**Figures 1G**, **S2**). With regard to host specificity, *H. zoospora* successfully infected all *Caenorhabditis* species and other genera we tried such as *Pristionchus*, *Oscheius* and *Mesorhabditis* (**Figure S3**).

**Figure 1:**
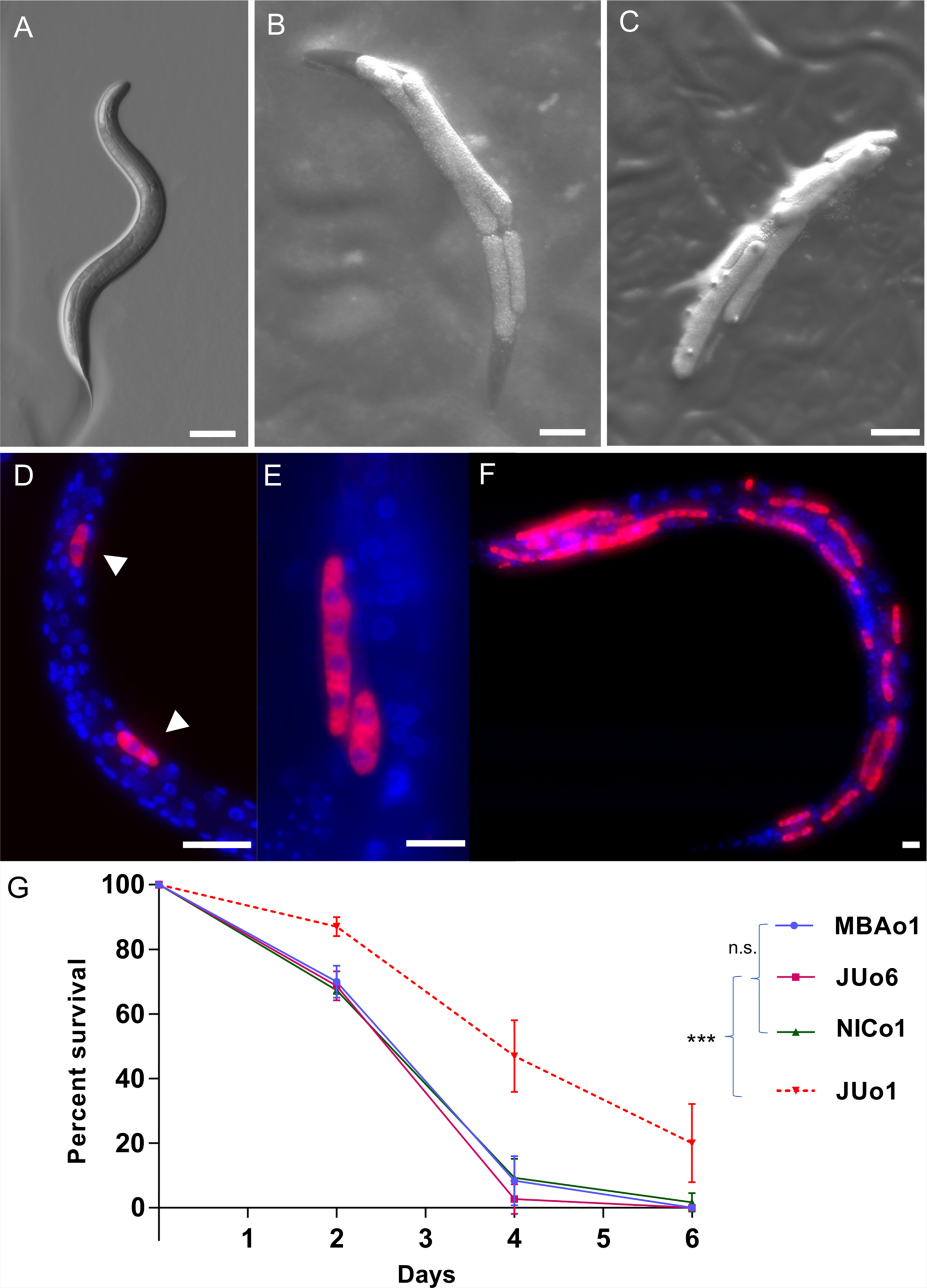
*H. zoospora* is a potent pathogen of *C. elegans*. **(A)** Uninfected wild-type *C elegans*. **(B, C)** Infected animals showing initially smooth thalli **(B)** and then thalli with exit tubes **(C)**. **(D–F)** Oomycete labelling by FISH shows the infection sites (arrowheads) across the body of the nematode and how these elongate to form the characteristic thalli. Red corresponds to pathogen 18S rRNA and blue to pathogen and *C. elegans* nuclei stained by DAPI. **(G)** Survival curve of *C. elegans* following exposure to the *M. humicola* strain JUo1 and *Haptoglossa* strains MBAo1, JUo6, and NICo1 at 25°C (***p < 0.001 based on log-rank test, n=90 worms per condition). Scale bars in **(A–C)** are 100 µm and in **(D–F)** are 10 µm.

Oomycetes of the *Haptoglossa* genus are known for their harpoon-like attack to infect nematodes (Barron, 1980; Robb and Barron, 1982; Beakes and Glockling, 1998; Beakes and Glockling, 2000; Glockling and Beakes, 2000a). This consists of firing a needle-like structure from a specialised gun cell to insert a single-cell sporidium inside the host body cavity (Hakariya et al., 2002). We noticed that when nematodes were added to plates containing *Haptoglossa*, the animals retracted upon encountering oomycete spores, suggestive of such “firing” events (**Video S1**). To visualise pathogen penetration, we performed scanning electron microscopy. We were able to observe gun cells attached to the host cuticle with an inflated adhesorium while injecting the sporidium into the *C. elegans* body (**Figure 2A**). These injection events led to multiple protrusions underneath the surface of the cuticle (**Figure 2B**), which likely correspond to the sporidia that we observed by FISH. It is of note that this injection process was found to be seamless, leaving almost no trace of damaged cuticle around the injected sporidia, and occurred on all regions of the cuticle (**Figures 2B, C**). At the late stages of infection, the thalli formed short exit tubes (**Figure 2D**) that disrupted the integrity of the cuticle by projecting through it to allow release of the gun cells.

**Figure 2:**
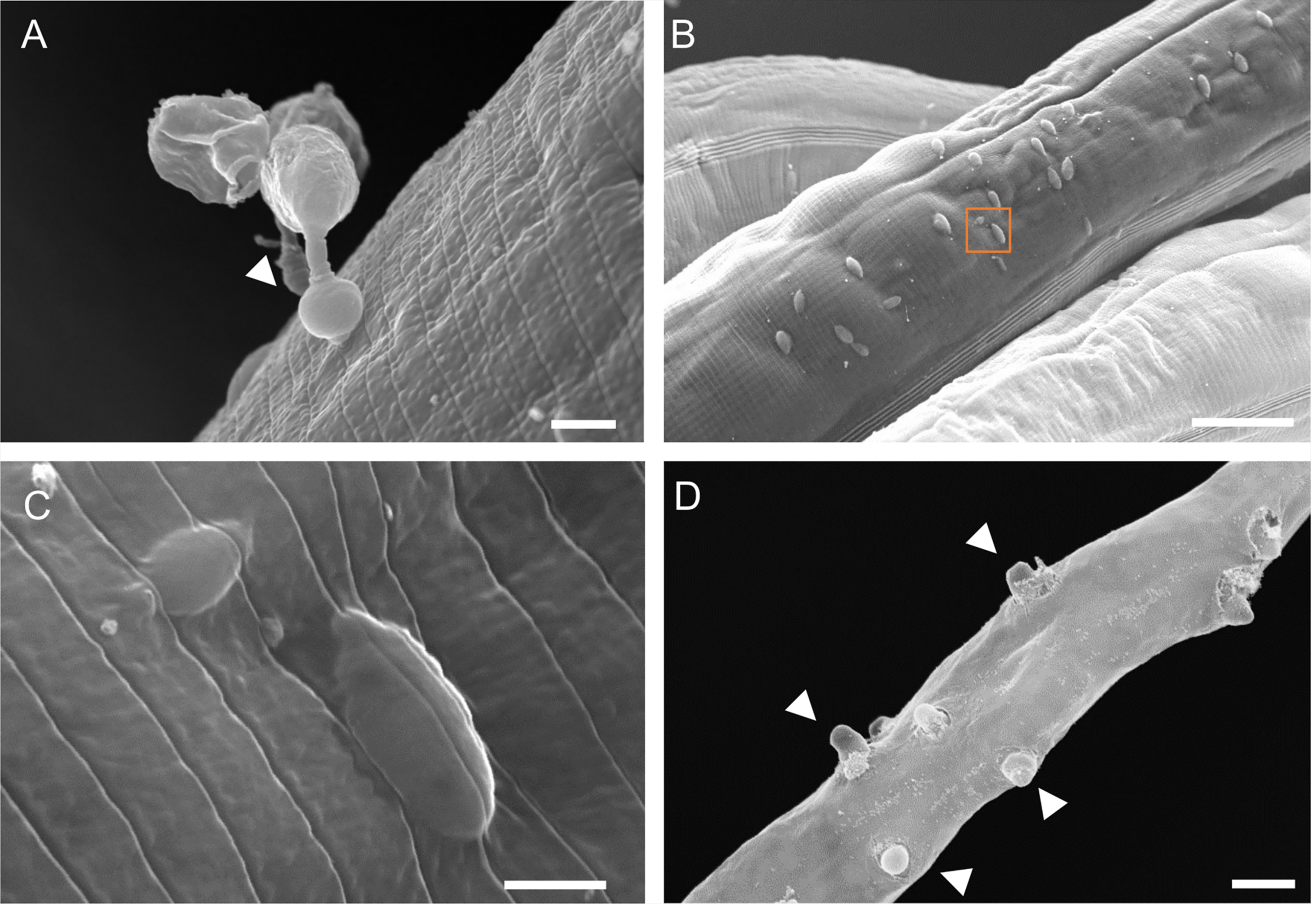
Scanning electron microscopy of *C. elegans* infection by *H. zoospora*. **(A)** Gun cell attached to the host cuticle. Arrowhead points to the inflated adhesorium. **(B)** Protrusions underneath the cuticle surface which correspond to injected sporidia and indicate multiple sites of infection 6 hours post pathogen exposure. **(C)** Zoomed image of orange box in B showing a sporidium underneath the cuticle. Note that there is no noticeable damage in the cuticle post injection. **(D)** Exit tubes develop through the cuticle to allow release of gun cells 24-48 hours post pathogen exposure. Arrowheads point to some exit tubes. Scale bars in **(A, C)** are 2 µm and in **(B, D)** are 20 µm.

### Characterisation of the Growth of *H. zoospora* Inside the Body of *C. elegans*

To understand how the oomycete grows within the body of *C. elegans* we performed transmission electron microscopy (TEM) during the infection process. Cross-sections at early stages of infection (6 hours post-exposure) revealed that *H. zoospora* sporidia were first positioned intracellularly within muscles or the epidermis (**Figure 3A**) before they started to progressively disrupt the tissues of the host. This disruption was evident already within 24 hours post pathogen exposure, and based on our observation of pores on the pathogen cell wall (**Figure 3B**), it may rely on active secretion of degrading enzymes. This process eventually led to complete digestion of host tissues within 48 hours, with one or more thalli filling up the entire body cavity depending on the initial number of sporidia that initiated the infection (**Figures 3C, D**). Interestingly, the pathogen thalli continued to be protected by an intact cuticle until host tissue digestion was completed (**Figures 3C, D**). The multi-nucleated thalli became compartmentalised to form zoospores, which underwent encystation to form the infectious gun-cells (**Figures 3E, F**). The gun cell consisted of a vacuolated base used to push the protoplasmic mass of the sporidium inside the host through a specialised needle located at the tip of the gun cell (**Figures 3G, H**). The observed gun cell and sporidium morphology are consistent with previous *H. zoospora* descriptions (Hakariya et al., 2002) and highlight that the oomycete can grow within the body cavity of *C. elegans* by degrading all internal host tissues.

**Figure 3:**
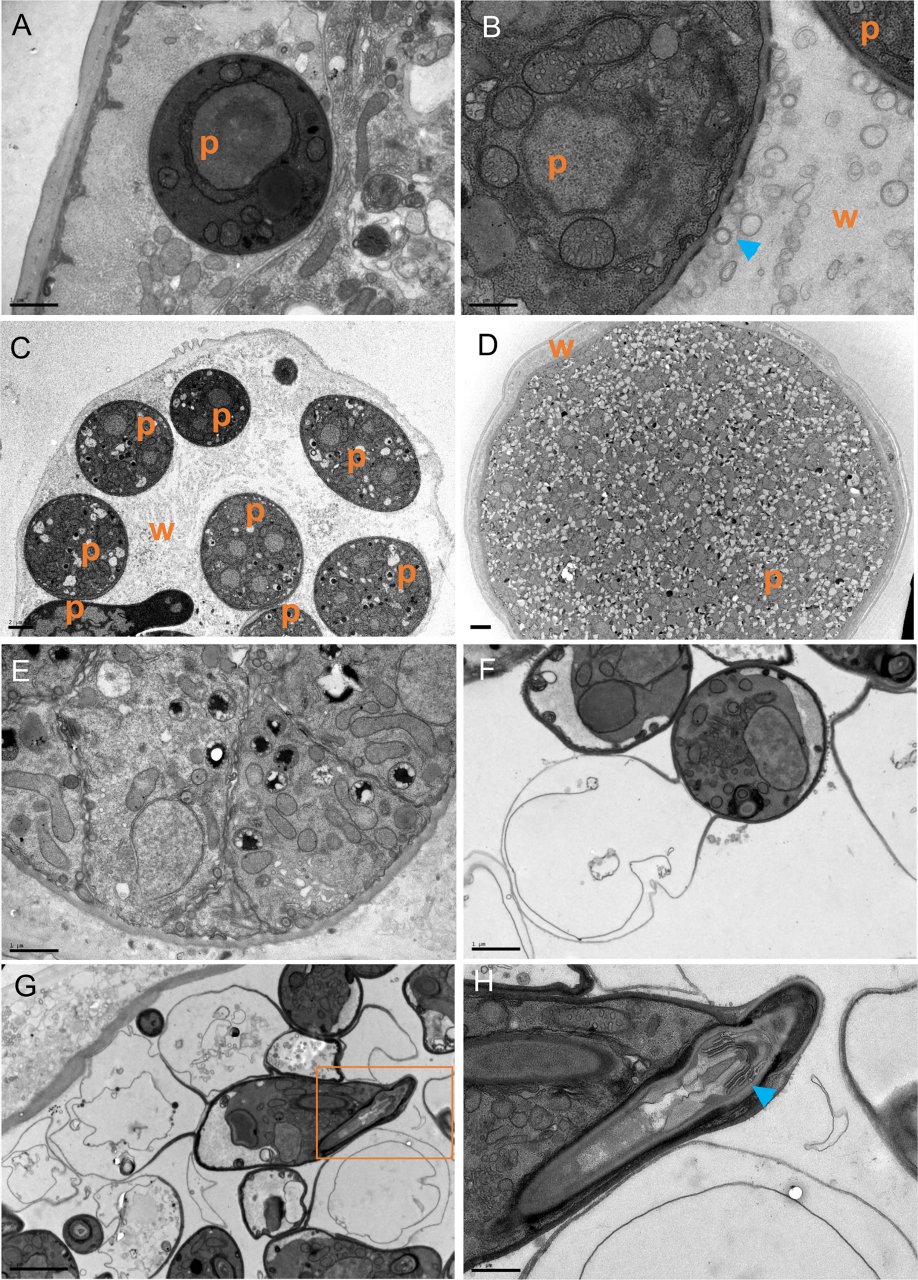
The growth and development of *H. zoospora* inside *C. elegans*. **(A)** The sporidia are initially found intracellularly just below the cuticle 6 hours post exposure. **(B)** Within 24 hours, extensive host tissue degradation is observed possibly through the secretion of degrading enzymes *via* vesicles (blue arrowheads) seen near gaps of the oomycete cell wall. **(C, D)** The thalli continue to grow until they have filled the body of the host while the cuticle remains intact. Note several thalli in **(C)** and one big thallus covering the entire width of the animal in **(D)**. In panels **(A–D)**, “p” indicates the position of pathogen and “w” marks the worm tissues. **(E)** Thalli become compartmentalized to form zoospores and transition to gun cells. **(F)** Zoospores undergo encystation to form gun cells. **(G)** A gun cell is shown with a vacuole on end and the injection apparatus on the other within the orange box. **(H)** Zooming into the orange box in G to show the gun cell detail with the needle (blue arrowhead) and bore. Scale bars are 0.5 μm in **(B, H)**; 1μm in **(A, F)**; 2μm in **(C, D, G)**.

### Infection by *H. zoospora* Induces a Transcriptional Response in *C. elegans* That Shares Features With the Response to *M. humicola*

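RNA was sequenced from animals of the laboratory strain N2 that had been exposed, from the L4 stage on, to *H. zoospora*, an oomycete that enters nematodes through gun cells. Control animals had not been exposed. Animals were collected 6 h and 12 h after exposure. There were 3 control and 3 infected libraries at 6 h, and 2 control and 3 infected libraries at 12 h. The methods of the paper state biological triplicates, and no further control library at 12 h was analysed here. In Table S1 the squared standard error of each b value, divided by the summed variance of its transcript, had a median of 0.667 at 6 h and 0.833 at 12 h, the values that 3 against 3 and 3 against 2 libraries give. The authors pseudoaligned the reads with Kallisto, and the deposited values are estimated counts per target sequence. The targets were 23771 coding sequences, whose lengths are all multiples of 3 and so hold no UTRs, and a small set of other sequences, mostly repeats. Total estimated counts ranged from 23491333 to 29593712 (median 27668643) in control animals at 6 h and from 19919239 to 23809048 (median 21566259) in infected animals at 6 h. At 12 h the control libraries held 21435287 and 23851667, and the infected libraries 17535815 to 25039348 (median 24620426). Estimated counts were summed over the transcripts of each of 20188 genes and rounded. They were normalized by TMM and tested with edgeR's quasi-likelihood test, separately for each time point, and a gene was called at the thresholds of the paper, a p under 0.01 and a Benjamini-Hochberg adjusted p under 0.1. The paper instead tested transcripts with Sleuth. Infected replicate 3 at 12 h stood apart from the other libraries. Its median Spearman correlation with them, across genes, was 0.844, against 0.911 for control replicate 3 at 12 h and 0.944 or more for the others. In this library the genes of cytosolic ribosomal proteins lay above the other infected libraries at 12 h by a median of 1.62 on the log2 scale, the cuticle collagens by a median of 1.92, and the vitellogenins, the yolk proteins made by adult hermaphrodites, had a median deviation of -2.96. Control replicate 3 at 12 h lay above control replicate 2 by medians of 0.98 over the ribosomal and 0.92 over the collagen genes. The sample labels differ from the paper in several points. A source field names an earlier larval stage while another field and the paper give L4, and the sequencing site differs. The title of control replicate 2 at 12 h carries another replicate number than its file. The labels name the assembly WBcel235, and the paper a WormBase transcriptome release, WS235, which need not differ.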

To study how *C. elegans* responds to *Haptoglossa* infection, we performed RNA-seq during the course of infection. To this end, L4 stage N2 animals were exposed to *H. zoospora* on NGM plates that contained a dense population of gun cells to maximise the possibility that nematodes would come in contact with the pathogen. Since animals die fast from this infection, we chose to analyse two early time points, 6 and 12 hours after exposure to the pathogen. These represent stages where infected animals only display early symptoms, such as difficulty in locomotion, without having visible thalli within their body. 

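Genes with almost no signal in control animals led the response to *H. zoospora*. At 6 h the chitinase-like gene *chil-18* was at least 1650-fold higher in infected animals, *old-2*, which encodes a predicted receptor tyrosine kinase, at least 1460-fold, *rabr-4* at least 635-fold and the C-type lectin gene *clec-203* at least 419-fold, each against a floor of 3 counts over the control libraries, which held none. Y71H2AR.2 reached 294 ± 112 CPM (SD, n = 3) at 6 h against 0.122 ± 0.18 CPM (SD, n = 3) in controls, a log2 fold change of 11.12 (standard error 0.55, adjusted p = 3.2e-05 from edgeR). The transporter gene *pgp-6* had a log2 fold change of 4.56 (standard error 0.22, adjusted p = 3.2e-05 from edgeR). At 12 h F56A6.5 was at least 522-fold higher, *droe-8* at least 528-fold, *pals-28* at least 524-fold and *rabr-4* at least 299-fold. In all, 1400 of 13657 tested genes were upregulated and 561 downregulated at 6 h, and 333 of 14090 tested genes were upregulated and 81 downregulated at 12 h. The counts at 12 h moved with the processing. They were 930 and 233 in DESeq2, and 1119 and 577 in 1 fit of all 11 libraries. With the replicate number as a block they were 1260 and 331. That fit rests on the pairs of replicates 2 and 3, since infected replicate 1 has no control of its number at 12 h. At an adjusted p under 0.05 alone the counts were 155 and 25. T28D6.3 was among the most strongly downregulated genes, with log2 fold changes of -7.42 (standard error 0.43, adjusted p = 6.7e-05) at 6 h and -8.11 (standard error 0.92, adjusted p = 0.02) at 12 h from edgeR. Genes of cuticle collagens, the structural proteins of the exoskeleton, went in both directions at 6 h, with 29 of 103 downregulated, 12 upregulated and a median log2 fold change of 0.20 over the list. At 12 h 21 of 122 were downregulated and 1 upregulated. *col-124* had a log2 fold change of -4.25 (standard error 0.31, adjusted p = 0.00017) at 6 h and -7.0 (standard error 0.86, adjusted p = 0.023) at 12 h, and *col-93* of -3.62 (standard error 0.40, adjusted p = 0.00091) and -7.72 (standard error 1.01, adjusted p = 0.029). Without control replicate 2 or control replicate 3, 932 or 886 genes were upregulated and 330 or 297 downregulated at 6 h. At 12 h, with all infected libraries kept, edgeR called 0 genes without control replicate 2 or 3, with 1383 and 725 genes at an unadjusted p under 0.05, whereas 760 genes were upregulated and 261 downregulated without infected replicate 3, 53 were downregulated without infected replicate 2, and, in a comparison chosen after seeing the data, 1206 and 561 without both replicate 3 libraries, which leaves 1 control library.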

Our analysis revealed 1257 genes significantly upregulated at the 6-hour time point and 514 genes at the 12-hour time point (**Figure 4A** and **Table S1**). Out of these, 424 genes were found to be shared between the two timepoints (**Figure 4A**). 

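The genes upregulated at 12 h overlapped with those upregulated at 6 h. Among the 13462 genes tested at both time points, 1385 were upregulated at 6 h and 326 at 12 h, and 307 were upregulated at both, 94.2% of those at 12 h. Independent lists of these sizes would share 33.5 genes, so the overlap was 9.2 times that number (Fisher's exact test, one-sided hypergeometric p = 1.2e-288, which treats genes as independent). The shared genes include *rabr-4*, F56A6.5 and Y71H2AR.2, which had a log2 fold change of 10.44 (standard error 1.23, adjusted p = 0.021 from edgeR) at 12 h, and the cytochrome P450 gene *cyp-34A9*, with log2 fold changes of 3.78 (standard error 0.18, adjusted p = 3.2e-05 from edgeR) at 6 h and 4.70 (standard error 0.43, adjusted p = 0.017 from edgeR) at 12 h. The 2 time points have no library in common. Of the genes downregulated at 12 h, 58 of 62 were also downregulated at 6 h, where independent lists would share 2.6. Of the 326 genes upregulated at 12 h, 325 had a positive log2 fold change at 6 h. A test of whether the effect of exposure differed between the time points called 0 of 14710 genes in edgeR, with 493 at an unadjusted p under 0.05, and 18 genes in DESeq2, of which 9 encode cuticle collagens. In simulated counts edgeR recovered 0% of 2-fold and 30% of 4-fold differences between the effects, with 12 false calls among 14442 genes, and DESeq2 16% and 70%, with 89 false calls. The share of the genes upregulated at 12 h that were also upregulated at 6 h moved with the processing. Counting all genes tested at 12 h, it was 307 of 333 in edgeR, 699 of 930 in DESeq2, 545 of 1119 in 1 fit of all 11 libraries, 620 of 760 without infected replicate 3 at 12 h and 884 of 1206 without both replicate 3 libraries, which leaves 1 control library at 12 h. Without control replicate 2 or control replicate 3 at 12 h there were 0 such genes.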

We reasoned that genes differentially expressed upon *H. zoospora* exposure may be shared with those responding to *M. humicola* infection, thereby representing a common oomycete response (COR). Indeed, we found 235 upregulated genes that were in common between the *Haptoglossa* and *Myzocytiopsis* infection datasets (**Figure 4B** and **Table S2**). 

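Of the 234 genes that Table S2 lists as the common oomycete response, 219 were tested at 6 h and 204 of them were upregulated. At 12 h 113 of 218 were upregulated over all genes tested, and 143 when adjusted over the list alone. None was downregulated at either time by edgeR, against 1 gene in DESeq2 at 6 h and 0 at 12 h, and 1 and 0 at an unadjusted p under 0.05. The study drew the list partly from these libraries, so neither count is independent evidence of its direction. *thn-1*, which encodes a thaumatin-like protein, rose from 0.441 ± 0.102 CPM (SD, n = 3) in control animals to 64.1 ± 8.92 CPM (SD, n = 3) in infected animals at 6 h, a log2 fold change of 7.15 (standard error 0.20, adjusted p = 1.5e-06 from edgeR). K02E7.10 had a log2 fold change of 6.04 (standard error 0.16, adjusted p = 1.5e-06 from edgeR). At 12 h W04G5.8 had a log2 fold change of 8.81 (standard error 0.66, adjusted p = 0.017 from edgeR), and the F-box gene *fbxa-36* one of 6.64 (standard error 0.56, adjusted p = 0.017 from edgeR). The number at 12 h was 0 without either control library and 188 without both replicate 3 libraries, a comparison that was chosen after seeing the data and has 1 control library.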

Gene ontology (GO) analysis (Angeles-Albores et al., 2016) of differentially expressed genes showed significant enrichment for terms related to infection, such as “response to biotic stimulus”, “defense response” and “immune system process” (**Figures 4C** and **S4**). 

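Most genes of epidermal antimicrobial peptides were upregulated at 6 h. Of 17 tested, the *nlp* genes from *nlp-27* to *nlp-34* and the *cnc* genes, 16 were upregulated at 6 h, and at 12 h 6 of 17 were, or 11 when adjusted over the list alone. None was downregulated by edgeR or DESeq2, and none at an unadjusted p under 0.05. At 6 h *cnc-2* had a log2 fold change of 3.16 (standard error 0.30, adjusted p = 0.00045), *cnc-10* of 2.16 (standard error 0.13, adjusted p = 8.6e-05) and *nlp-27* of 1.5 (standard error 0.12, adjusted p = 0.0002), all from edgeR. At 12 h *nlp-29* reached 430 ± 371 CPM (SD, n = 3) against 9.84 ± 1.23 CPM (SD, n = 2), a log2 fold change of 5.45 (standard error 0.94, adjusted p = 0.058 from edgeR), and *cnc-4* had a log2 fold change of 6.72 (standard error 1.11, adjusted p = 0.054 from edgeR). Among 34 lysozyme, saposin-like and defensin-like genes, 13 were upregulated and 1 downregulated at 6 h, among them *spp-1*, which encodes an antibacterial saposin-like protein and had a log2 fold change of 1.24 (standard error 0.10, adjusted p = 0.00021 from edgeR). At 12 h 2 of 37 were upregulated (4 when adjusted over the list alone). Of 97 C-type lectin genes, 22 were upregulated and 8 downregulated at 6 h, and 5 and 1 of 110 at 12 h (9 and 4 when adjusted over the list alone). Of 107 *fbxa* F-box genes, which encode no secreted effectors but predicted parts of ubiquitin ligases, 25 were upregulated at 6 h, with *fbxa-116* at a log2 fold change of 9.24 (standard error 0.63, adjusted p = 0.00013 from edgeR), and 10 of 117 at 12 h (18 when adjusted over the list alone). At 6 h all these counts were the same when adjusted over the list alone. limma's camera, with a preset correlation between genes of 0.01, placed the antimicrobial peptides above other genes at 6 h and 12 h (adjusted p = 4.8e-12 and 5.4e-11). The correlation estimated for this list was 0.54 and 0.91, far above the preset one, so the preset p-values may be too small. With the estimated correlation the adjusted p was 0.40 and 0.49. limma's fry, which tests whether a list moves one way, gave adjusted p-values of 0.014 and 0.20. For the lysozyme list the values were 0.00017 and 0.037 (adjusted p = 0.43 and 0.69 with an estimated correlation, and at 12 h 0.54 without control replicate 2 and 0.39 without infected replicate 3), for the *fbxa* genes 0.00027 and 5.5e-07 (adjusted p = 0.43 and 0.51 with an estimated correlation), and for the C-type lectins 0.13 and 0.99, with 0.032 to 0.050 at 6 h without control replicate 1, 2 or 3 or infected replicate 2 or 3. No list passed with an estimated correlation, also not where that correlation was about 0, so this setting cannot tell lists apart. The lists were fixed by gene name and no GO annotation was used.

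**Figure D1:**
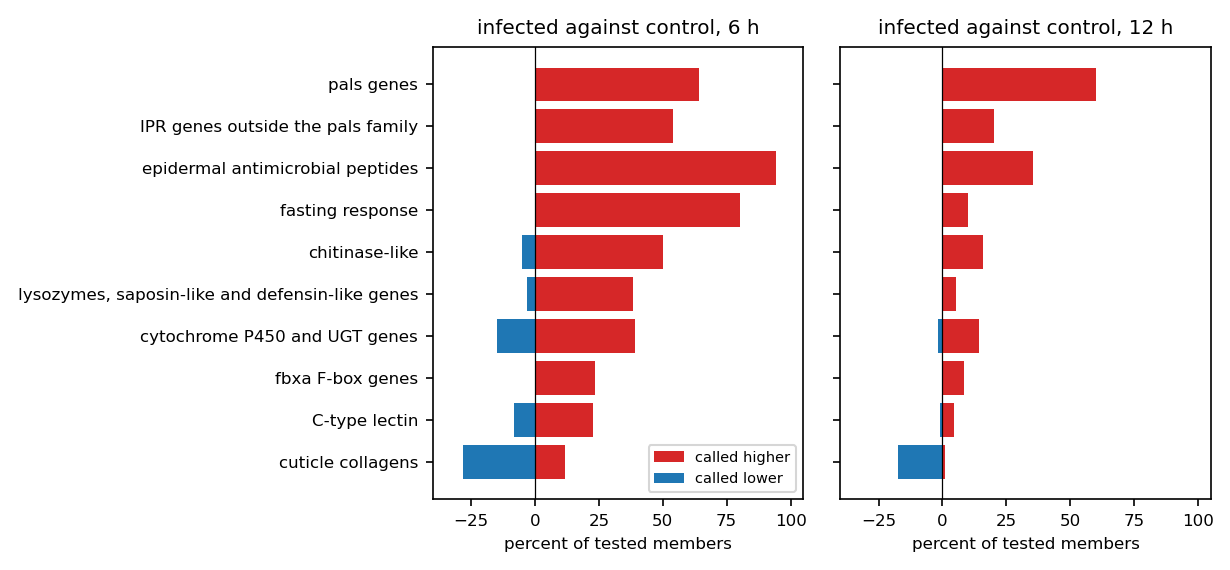
Percent of the tested members of 10 gene lists that were called higher (red, to the right) or lower (blue, to the left) in infected than in control animals, at 6 h (3 against 3 libraries) and 12 h (3 against 2 libraries). At 6 h the antimicrobial peptides have 16 of 17 members called higher, and the cuticle collagens have members called in both directions.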

Other highly enriched GO terms were related to signalling upon stress and catabolic processes (**Figures 4C** and **S4**).

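Genes of lysosomal proteases changed in both directions. Of 21 lysosomal aspartyl and cathepsin protease genes, 7 were upregulated and 2 downregulated at 6 h, and 1 and 1 at 12 h. The cathepsin B-like gene *cpr-1* had 793 ± 304 CPM (SD, n = 3) at 6 h against 68.9 ± 14.2 CPM (SD, n = 3) in controls, a log2 fold change of 3.52 (standard error 0.31, adjusted p = 0.00034 from edgeR), and one of 3.05 (standard error 0.59, adjusted p = 0.08 from edgeR) at 12 h, a call lost in 4 of the 5 comparisons that leave out 1 library. Of 10 SKN-1 detoxification targets, 2 were upregulated and 3 downregulated at 6 h. The glutathione S-transferase gene *gst-4*, a common reporter of oxidative stress, was among the latter with a log2 fold change of -1.60 (standard error 0.18, adjusted p = 0.00091 from edgeR). At 12 h none of the 10 was called by edgeR over all genes, with 1 lower when adjusted over the list alone, 1 at an unadjusted p under 0.05 and 1 lower in DESeq2. None of 33 proteasome subunit genes was called at either time by edgeR or DESeq2, with 3 and 0 genes at an unadjusted p under 0.05. None of 5 heat shock genes was called by edgeR, with 0 and 3 genes at an unadjusted p under 0.05, and 0 and 4 called higher by DESeq2. Of the ER and mitochondrial unfolded protein response genes, 1 of 12 and 1 of 8 were downregulated at 6 h and none at 12 h, where no gene of these lists had an unadjusted p under 0.05 or was called by DESeq2. Of 5 genes of osmotic stress and 6 of hypoxia, 1 and 0 were upregulated at 6 h, with 1 gene of each at an unadjusted p under 0.05 and 1 of each by DESeq2. At 12 h none was called, with 0 and 1 genes at an unadjusted p under 0.05 and 0 and 0 by DESeq2. camera placed the proteasome genes below other genes at 6 h and 12 h (adjusted p = 0.0085 and 2.1e-06, and 0.70 and 0.51 with an estimated correlation), with median log2 fold changes of -0.09 and -0.52. At 6 h the adjusted p was 0.16 without control replicate 3 and 0.12 without infected replicate 3. At 12 h infected replicate 3 deviated over these genes by a median of -0.4 (log2) from the other infected libraries. Control replicate 3 deviated by 0.42 from control replicate 2. camera placed the ER unfolded protein response genes below other genes (adjusted p = 0.039 and 0.0061, and 0.43 and 0.59 with an estimated correlation). Their adjusted p was 0.054 to 0.069 at 6 h without control replicate 1 or 3 or infected replicate 2 or 3, and 0.14 at 12 h without infected replicate 3. At 12 h camera placed the SKN-1 targets below other genes (adjusted p = 0.046, and 0.43 with an estimated correlation), and the adjusted p was 0.051 to 0.13 without control replicate 3 of either time or any of the infected libraries at 12 h. It placed the heat shock genes above other genes at 12 h (adjusted p = 0.028, and 0.58 with an estimated correlation). Infected replicate 3 at 12 h lay above the other infected libraries by a median of 3.2 (log2) over these 5 genes. The adjusted p was 0.19 without this library, 0.057 and 0.060 without control replicate 2 and 3, and 0.28 without both replicate 3 libraries, a comparison chosen after seeing the data. At 6 h the list did not pass (adjusted p = 0.43), except without control replicate 1.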

**Figure 4:**
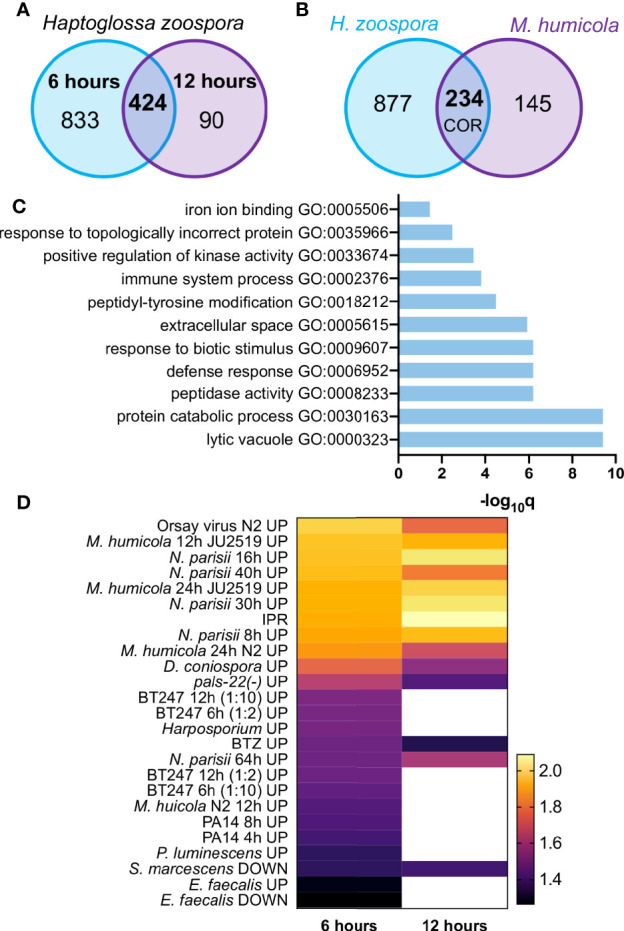
The transcriptional response of *C. elegans* to *H. zoospora* infection. **(A)** Venn diagram showing numbers and overlap of up-regulated genes 6 h and 12 h post infection with *H. zoospora* (hypergeometric test: Representation Factor RF: 4.1, p < 0.0001). **(B)** Venn diagram showing overlap of up-regulated genes between *H. zoospora* and *M. humicola* infection, corresponding to the ‘common oomycete response (COR)’ genes (hypergeometric test: RF: 4.3, p < 0.0001). **(C)** GO term analysis for COR genes identifies terms related to biotic stress. **(D)** Heatmap presenting the normalised enrichment score (NES) by GSEA analysis for gene sets showing significant intersection with *H. zoospora* infection datasets. White colour depicts no significant intersection (FDR < 0.25 and nominal *p* value < 0.05).

Next, we compared the transcriptional response to *H. zoospora* with the response against other known pathogens of *C. elegans* using gene set enrichment analysis (GSEA) (Mootha et al., 2003; Subramanian et al., 2005). 

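Genes that the Orsay virus, which infects intestinal cells, upregulates and genes of an *M. humicola* set were among those upregulated after exposure to *H. zoospora*. Of 17 tested genes upregulated by the Orsay virus in both N2 and *rde-1* animals, 16 were upregulated at 6 h, and 12 of 19 at 12 h (14 when adjusted over the list alone). Of the genes upregulated by the Orsay virus in N2, 18 of 26 were upregulated at 6 h and 15 of 28 at 12 h (18 when adjusted over the list alone). The 12-hour *M. humicola* set comes from the *C. elegans* strain JU2519, and its name gives no direction. Of this set, 32 were upregulated and 3 downregulated among 43 tested genes at 6 h, and 23 and 2 among 47 at 12 h (27 and 4 when adjusted over the list alone). B0507.8, a member of both virus sets, had a log2 fold change of 9.70 (standard error 0.67, adjusted p = 0.00013 from edgeR) at 6 h. *ddn-1*, shared by the *M. humicola* set and a virus set, reached 341 ± 180 CPM (SD, n = 3) at 6 h against 0.941 ± 0.269 CPM (SD, n = 3) in controls, a log2 fold change of 8.47 (standard error 0.49, adjusted p = 6.7e-05 from edgeR). Of the genes lower after 30 h of infection by *N. parisii*, 4 were upregulated and 3 downregulated among 25 at 6 h, and none of 26 was called at 12 h by edgeR (1 up and 2 down when adjusted over the list alone), with 5 genes at an unadjusted p under 0.05 and 2 up and 2 down in DESeq2. Only 5 of 65 gene sets stand complete in the copy of Table S3 used here, which keeps 48 genes per row, so the GSEA was not repeated. limma's camera gave adjusted p-values of 4.4e-14 and 2.5e-20 at 6 h and 12 h for the first virus set, 8.2e-11 and 3.7e-19 for the second and 1.6e-18 and 5.6e-15 for the *M. humicola* set. With an estimated correlation the adjusted p-values were 0.38 and 0.38, 0.39 and 0.38, and 0.38 and 0.38. For the *N. parisii* set they were 0.98 and 0.25 with the preset correlation.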

We found that *H. zoospora* exposure at 6 and 12 hours showed significant intersection (nominal [NOM] p value < 0.05 and false discovery rate [FDR] < 0.25) with 25 and 14 out of 50 datasets analysed respectively (**Table S2**). 

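Genes of the intracellular pathogen response (IPR), which *C. elegans* turns on against microsporidia and the Orsay virus, were among those upregulated at both time points. Of the *pals* genes, 18 of 28 were upregulated at 6 h and 18 of 30 at 12 h, with the same counts when adjusted over the list alone. None was downregulated by edgeR or DESeq2, with 2 and 0 lower at an unadjusted p under 0.05. *pals-4* had 63.5 ± 33.4 CPM (SD, n = 3) at 6 h against 0.389 ± 0.127 CPM (SD, n = 3) in controls, a log2 fold change of 7.31 (standard error 0.48, adjusted p = 0.0001 from edgeR). *pals-3*, which may share reads with other *pals* genes, had a log2 fold change of 9.68 (standard error 0.61, adjusted p = 8.8e-05 from edgeR) at 6 h, and at 12 h a ratio of CPM of 588 (95% counting interval 201 to 2854) over 3 control counts. *pals-22* and *pals-25*, which encode a negative and a positive regulator of the IPR, were not called. Their log2 fold changes were 0.39 (standard error 0.22, adjusted p = 0.30) and 0.49 (standard error 0.23, adjusted p = 0.22) at 6 h, and 0.52 (standard error 0.47, adjusted p = 0.74) and 0.31 (standard error 0.51, adjusted p = 0.85) at 12 h, all from edgeR. Of the IPR genes outside the *pals* family, 7 of 13 were upregulated at 6 h and 3 of 15 at 12 h (5 when adjusted over the list alone). *eol-1* had a log2 fold change of 8.09 (standard error 0.69, adjusted p = 0.0003) at 6 h and 7.88 (standard error 0.57, adjusted p = 0.017) at 12 h from edgeR. The ubiquitin ligase genes *cul-6* and *skr-3* had log2 fold changes of 4.07 (standard error 0.45, adjusted p = 0.00099) and 2.37 (standard error 0.33, adjusted p = 0.0029) at 6 h from edgeR. camera placed the *pals* genes above other genes at 6 h and 12 h (adjusted p = 6.4e-12 and 4.6e-22, and 0.43 and 0.38 with an estimated correlation), and the other IPR genes as well (adjusted p = 0.00034 and 3.7e-05, and 0.43 and 0.49 with an estimated correlation).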

The most significant intersection was found with datasets derived from infection by *M. humicola* and *N. parisii* or the Orsay virus (**Figure 4D**, **Table S2**). This is not very surprising in light of the recently reported overlap between the response to *M. humicola* detection and the induction of IPR upon exposure to microsporidia or impairment of the negative regulator PALS-22 (Bakowski et al., 2014; Chen et al., 2017; Reddy et al., 2019; Fasseas et al., 2021). Some less significant overlap observed with other fungal and bacterial infection datasets (Troemel et al., 2006; Engelmann et al., 2011; Yang et al., 2015) may be attributable to response to generic tissue damage caused by the growth of *Haptoglossa* inside the nematode (**Figure 4D**).

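Genes of a list compiled here for the PMK-1 p38 pathway, which defends the intestine against bacteria, went in both directions. Of the 12 genes listed, 5 were upregulated and 5 downregulated at 6 h. Whether each of them depends on PMK-1, among them *irg-1* and *irg-2*, was not tested here. These counts therefore do not show the state of the pathway. *irg-1* had a log2 fold change of 2.52 (standard error 0.22, adjusted p = 0.00035 from edgeR) and *clec-60* of 4.38 (standard error 0.46, adjusted p = 0.00072 from edgeR), while C17H12.8 fell with a log2 fold change of -1.16 (standard error 0.15, adjusted p = 0.0022 from edgeR). At 12 h 2 of the 12 were upregulated and none downregulated by edgeR over all genes (2 and 2 when adjusted over the list alone), with 4 lower at an unadjusted p under 0.05 and 3 lower in DESeq2. *irg-2* had 250 ± 90.6 CPM (SD, n = 3) at 12 h against 2.54 ± 0.321 CPM (SD, n = 2) in controls, a log2 fold change of 6.62 (standard error 0.62, adjusted p = 0.017 from edgeR). Another set, from an earlier dataset, is named only as down for *pmk*. Its name does not say whether PMK-1 or its loss lowers these genes. Of this set, 10 were upregulated and 1 downregulated among 28 at 6 h, and 1 of 29 was upregulated at 12 h (3 when adjusted over the list alone). The tubulin gene *tbb-6* had log2 fold changes of 3.64 (standard error 0.32, adjusted p = 0.00035 from edgeR) at 6 h and 4.18 (standard error 0.72, adjusted p = 0.057 from edgeR) at 12 h. camera gave adjusted p-values of 0.94 at 6 h and 0.59 at 12 h for the list of 12 genes, and 0.024 and 0.00085 for the other set, which were 0.51 and 0.40 with an estimated correlation.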

We previously reported that a hallmark of the *C. elegans* response to *M. humicola* infection is the induction of *chil* genes, which occurs upon detection of *M. humicola* without infection (Osman et al., 2018; Fasseas et al., 2021). Among the identified COR genes, the *chil* gene family was also well represented (**Figure 5A**), pointing to similarities in the host response against oomycetes that are phylogenetically distinct and exhibit distinct infection strategies. 

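At 6 h, 10 of 20 tested *chil* genes, which encode chitinase-like proteins, were upregulated and 1 was downregulated, with the same counts when adjusted over the list alone. The list was taken by gene symbol. It leaves out *chil-28*, listed here as the pseudogene F15A4.8, which the paper counts as a *chil* gene and which was also higher here. *chil-9* lies on chromosome II from 9843258 to 9845339 of WBcel235. It had 54.8 ± 26.3 CPM (SD, n = 3) in infected animals at 6 h, a ratio of 2112 (95% counting interval 584 to 17449) over the 2 counts in the control libraries. *chil-18*, on chromosome II from 9448265 to 9449717, had 63.2 ± 9.59 CPM (SD, n = 3). *chil-27*, the gene behind the reporter used to score the oomycete response, had a log2 fold change of 5.4 (standard error 0.46, adjusted p = 0.00028 from edgeR), *chil-6* of 6.46 (standard error 0.71, adjusted p = 0.00091) and *chil-1* of 3.35 (standard error 0.24, adjusted p = 0.00014). The others were *chil-3*, *chil-4*, *chil-5*, *chil-7* and *chil-24*. *chil-7*, with a log2 fold change of 1.27 (standard error 0.32, adjusted p = 0.038 from edgeR), lost its call in 4 of the 6 comparisons that leave out 1 library, and *chil-12*, the downregulated member, with -1.1 (standard error 0.33, adjusted p = 0.069 from edgeR), in 5 of 6. Reads may be shared between *chil* paralogs that lie close together. At 12 h 3 of 19 were upregulated, or 9 when adjusted over the list alone. *chil-24* had a log2 fold change of 3.46 (standard error 0.54, adjusted p = 0.045 from edgeR) and *chil-9* of 8.53 (standard error 1.24, adjusted p = 0.037 from edgeR), while *chil-18* had a ratio of 2027 (95% counting interval 364 to 80096) over 1 control count. *chil-1* and *chil-27* did not pass, with log2 fold changes of 4.51 (standard error 0.98, adjusted p = 0.10 from edgeR) and 5.95 (standard error 1.62, adjusted p = 0.19 from edgeR). Both passed in DESeq2, in 1 fit of all 11 libraries, without infected replicate 3, and, in comparisons chosen after seeing the data, without both replicate 3 libraries and with a correction for coding length. Both passed as well with the replicate number as a block, where 10 *chil* genes were upregulated at 12 h. That fit rests on the pairs of replicates 2 and 3 alone. *chil-1* also passed with RLE scaling and with no filter. camera placed the *chil* genes above other genes at 6 h and 12 h (adjusted p = 1.6e-06 and 3.2e-05, and 0.38 and 0.51 with an estimated correlation). fry gave adjusted p-values of 0.0095 and 0.12 for this list. At 12 h the number upregulated was 10 without infected replicate 3, 10 without both replicate 3 libraries, which leaves 1 control library, 10 in DESeq2, and 0 in edgeR without either control library.

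**Figure D2:**
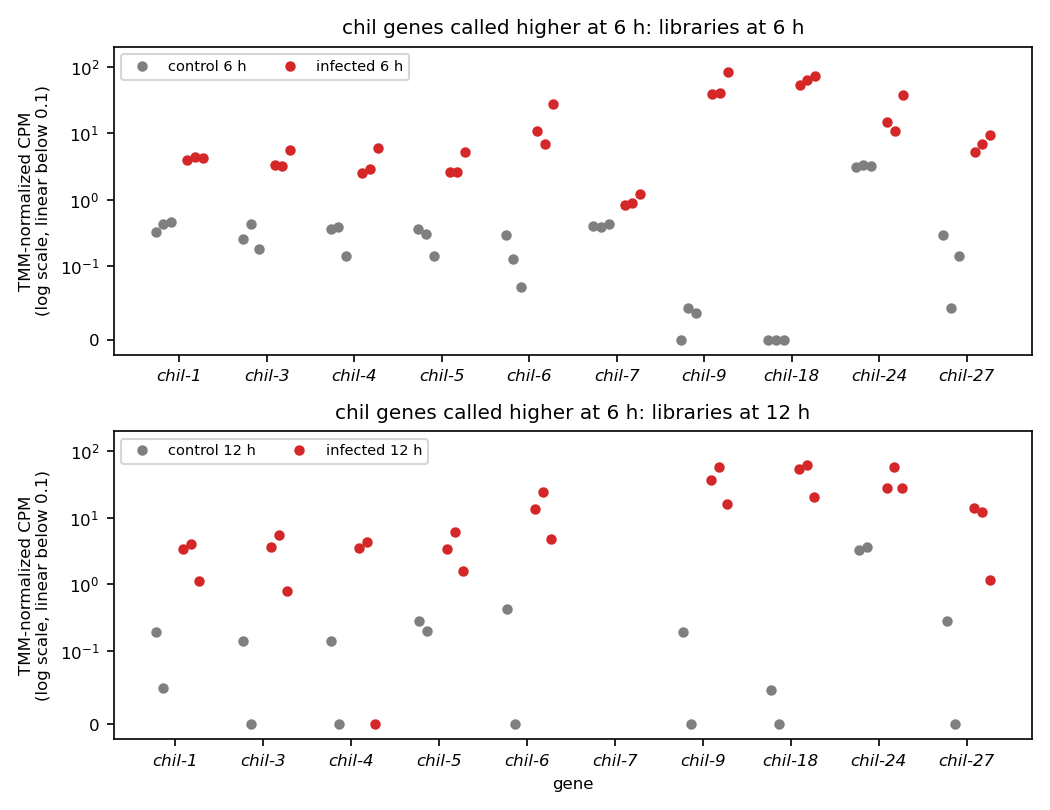
TMM-normalized CPM of the 10 *chil* genes called higher at 6 h, 1 dot per library, in control (gray) and infected (red) animals at 6 h (upper panel, 3 and 3 libraries) and 12 h (lower panel, 2 and 3 libraries). The axis is logarithmic above 0.1 CPM and linear below it. At 6 h every infected library lies above every control library for each gene, and at 12 h *chil-7* was not tested and *chil-4* had no counts in infected replicate 3.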

Intrigued by this finding, we sought to determine the overlap between the response to *H. zoospora* infection and the oomycete recognition response (ORR) recently described upon exposure to an extract prepared from animals infected by *M. humicola* (Fasseas et al., 2021). We found that more than 50% of ORR genes overlapped with the *H. zoospora* infection datasets (**Figure 5B**) and COR genes (**Figure 5C** and **Table S2**). 

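Genes that Table S2 lists in both the COR and the ORR were upregulated almost without exception at 6 h. Of 111 tested genes, 109 were upregulated at 6 h, and 77 of 110 at 12 h, or 91 when adjusted over the list alone. None was downregulated by edgeR or DESeq2, and none at an unadjusted p under 0.05. *thn-1* and K02E7.10 belong to this group, as do *chil-18*, *eol-1* and *fbxa-36*. The study drew the list partly from these libraries, so these counts are not independent evidence of its direction. DESeq2 called 109 and 98 of them upregulated. Without either control library at 12 h the number was 0 in edgeR. The ORR genes outside the COR were not analysed here.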

Taken together, we conclude that the response to *H. zoospora* infection shares similarities with the response against *M. humicola* infection, and that a large part of this similarity reflects genes that are likely to be induced upon pathogen detection.

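The paper reasons here from several comparisons taken together. It compares the genes upregulated by *H. zoospora* with those upregulated by *M. humicola*, and names the shared genes the common oomycete response. It compares the response to *H. zoospora* with datasets of other infections by GSEA. It finds the *chil* family among the common oomycete response. Last, it compares the *H. zoospora* datasets and the common response with the oomycete recognition response, which a pathogen extract induces.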

**Figure 5:**
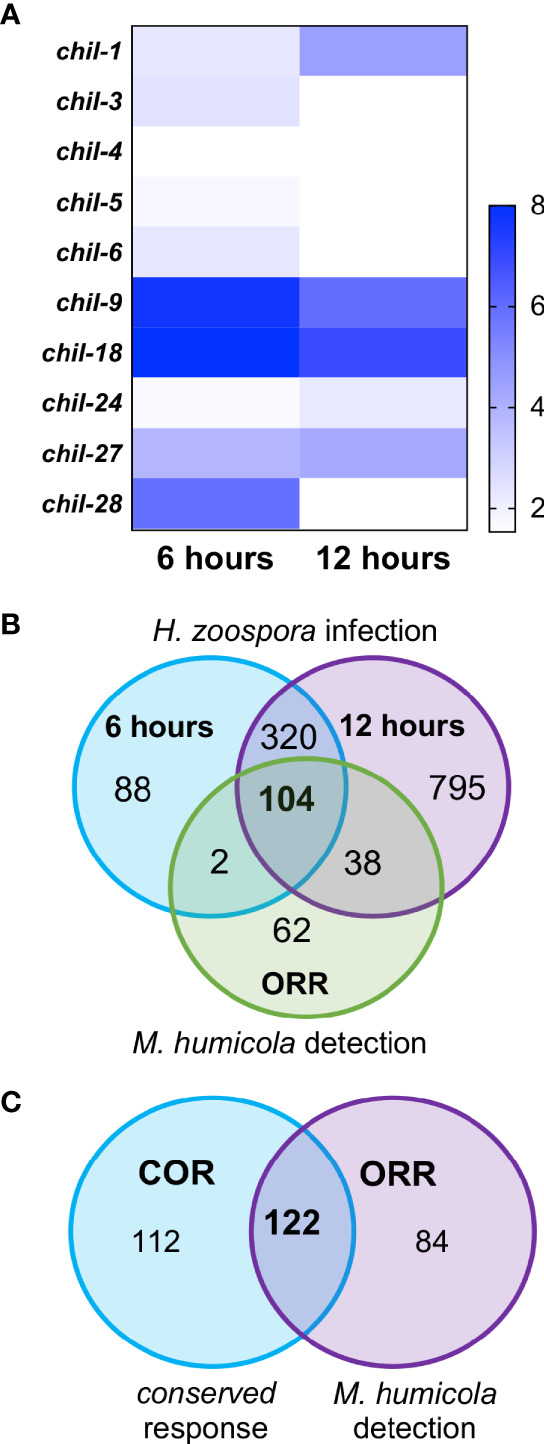
Conservation between *C. elegans* response to *H. zoospora* infection and *M. humicola* recognition. **(A)** Heatmap showing the members of the *chil* gene family that are differentially expressed upon *H. zoospora* infection. Heatmap reflects Sleuth b values, which are analogous to fold change. Absence of any value indicates that the gene was not significantly up-regulated (*p* value < 0.01 and FDR adjusted *p* value < 0.1) in that condition. **(B)** Venn comparison of the transcriptional response *H. zoospora* infection with the oomycete recognition response previously reported for *M. humicola*. Note that the majority of ORR genes overlap with genes induced upon *H. zoospora* infection. **(C)** Venn comparison between the conserved oomycete response (COR) and oomycete recognition response (ORR). Again the majority of ORR or COR genes are shared (hypergeometric test: RF: 38.6, p < 0.0001).

### *C. elegans* Can Detect *Haptoglossa* Oomycetes Without Infection

The induction of *chil* genes has been previously shown to be independent of *M. humicola* penetration (Osman et al., 2018). Therefore, the induction of *chil* genes and overall similarity in the transcriptional response raised the possibility that *C. elegans* can also recognize *H. zoospora* in the absence of any infection. We first exposed animals carrying the *chil-27p::GFP* transgene to *H. zoospora* to validate that the marker can be rapidly induced, as shown in the case of *M. humicola*. After 24 hours of exposure, GFP signal was observed in most animals on the plate (**Figure 6A**). To test if the response is associated with pathogen detection, we treated animals with pathogen extracts (see methods) in comparison to control extracts made from non-infected animals. We found that exposure to filtered pathogen extracts resulted in up to 50% activation of *chil-27p::GFP* in the population, although these animals did not show any sign of infection even several days post exposure. Furthermore, no avoidance behaviour was found in animals after exposure to the pathogen or *Haptoglossa*-derived extract (**Figure S5**). These results suggest that the induction of *chil-27* is not because of *Haptoglossa* infection and is likely to be mediated by pathogen detection.

**Figure 6:**
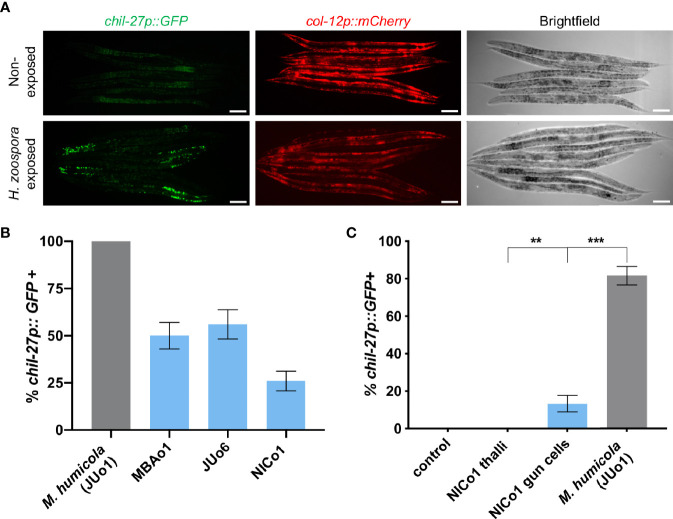
*C. elegans* can detect *Haptoglossa* oomycetes without infection **(A)** Induction of *chil-27p::GFP* in worms on a *H. zoospora* infection plate. Scale bar, 40 μm. **(B)** Induction assay comparing *chil-27p::GFP* induction in response to extracts derived from *M. humicola* and *Haptoglossa*. Our *Haptoglossa* extracts are consistently less potent than *M. humicola* although we found that they all induce variably the same response. **(C)** Induction assay comparing *chil-27p::GFP* induction in response to control extract made from N2 adults, NICo1 thalli extract, NICo1 gun cell extract, and *M. humicola* extract. NICo1 gun cell extract induces *chil-27p::GFP*, albeit at a significantly lower extent compared to *M. humicola* extract. NICo1 thalli extract failed to induce *chil-27p::GFP* (^∗∗∗^p value < 0.001 and ^∗∗^p value < 0.01 with a chi-squared test, n = 60 for each extract treated group).

Over the course of these experiments, we identified additional *Haptoglossa* strains in Japan (JUo6) and Taiwan (NICo1) naturally infecting *Caenorhabditis* and *Oscheius* nematodes respectively. These strains infect *C. elegans* with the same efficacy as *H. zoospora* MBAo1 (**Figure 1G**) and have similar infection strategy (**Figure S6**). Extracts prepared from these oomycetes also induced *chil-27p::GFP* expression (**Figure 6B**). Instead of motile zoospores, JUo6 and NICo1 produce aplanospores, which develop into larger gun cells that concentrate around their point of release (Hakariya et al., 2002; Hakariya et al., 2007; Hakariya et al., 2009) (**Figure S2**). This mode of release allowed us to test whether gun cells were able to induce *chil* gene expression. Remarkably, extracts prepared by heat-inactivating NICo1 gun cells were sufficient in inducing *chil-27p::GFP* expression without causing any symptoms of infection (**Figure 6C**). In comparison, extracts prepared from NICo1 thalli were less efficient in inducing *chil-27p::GFP* expression. Taken together, we conclude that *chil* gene induction is a general response to detection of different nematode-infecting oomycetes and may rely on host detection of a molecule that is more abundant in the infectious gun cells.

## Discussion

Our study expands the repertoire of known natural pathogens of *Caenorhabditis* nematodes (Schulenburg and Felix, 2017) by introducing *Haptoglossa* species. Together with *Myzocytiopsis*, this is the second oomycete genus now reported to infect *C. elegans.* The morphological description of the *Haptoglossa* infection highlights that these pathogens reach the body cavity by going through the first outer cell layer and then growing in the body cavity by degrading internal host tissues, with the exception of the cuticle that remains intact and encapsulates the developing thalli until the very late stages of infection. Nevertheless, *Haptoglossa* infections show some key differences compared to those by *M. humicola.* First, *Haptoglossa* species infect *C. elegans* more efficiently than *M. humicola*, which never eradicates the population. Secondly, *Haptoglossa* relies on specialized cells, the gun cells, to inject a single cell sporidium within the host. This injection apparatus is reminiscent of the microsporidian polar tube, which everts to pierce the membrane of the target host cell (Troemel et al., 2008; Jaroenlak et al., 2020). Thirdly, in contrast to *M. humicola* that preferentially attaches to the mouth and alae of the animal (Osman et al., 2018), *H. zoospora* attaches to all regions of the cuticle. Furthermore, the *Haptoglossa* thalli do not bifurcate and instead grow along the longitudinal axis of the animal to give rise to sausage-like thalli, as opposed to the “pearls” previously reported for *M. humicola* sporangia (Osman et al., 2018).

Despite these differences in the oomycete infection strategies, similarities were revealed with regard to the host response against *H. zoospora* and *M. humicola*, including the induction of the *chitinase-like* gene family (Osman et al., 2018). This finding emphasises the potential importance of CHIL-mediated defence as a means for nematodes to prepare for an oomycete attack (Osman et al., 2018). Interestingly, the induction of *chil* genes in both cases appears to be a consequence of pathogen detection as opposed to infection, because it can be triggered upon exposure to non-infectious extracts. Furthermore, most of the shared response to *M. humicola* and *Haptoglossa* (COR) overlapped with the previously characterized response to oomycete recognition (ORR). Based on these findings, we speculate that the same signalling pathway may lead to *chil* gene induction in the epidermis following oomycete detection in neurons *via* cross-tissue communication (Fasseas et al., 2021). This scenario is consistent with growing evidence on neuronal regulation of various immune defenses in *C. elegans* (Hoffman and Aballay, 2019; Wani et al., 2020). The fact that *C. elegans* can recognize all tested *Haptoglossa* strains further strengthens that oomycete-nematode interactions are likely to be frequent in the wild. Considering the origin of *Haptoglossa* strains collected from diverse locations around the world and the fact that *Myzocytiopsis* and *Haptoglossa* are phylogenetically distinct pathogens (Beakes et al., 2012; Spies et al., 2016), we propose that the induction of *chil* genes may be a universal *C. elegans* response to an oomycete threat.

*C. elegans* has been shown to develop strong aversive behavior towards several pathogens (Kim and Flavell, 2020; Singh and Aballay, 2020), however, we did not observe avoidance behavior towards either the oomycete pathogens or pathogen-derived extracts. This suggests that pathogen detection in this case is more likely to trigger a “fight” rather than “flight” response. It is also possible that interactions with other microbes in the wild can modulate avoidance towards oomycete pathogens, and this idea can be tested in the future using the recently described natural microbiome of *C. elegans* (Dirksen et al., 2020).

While *chil* gene induction upon pathogen detection may be a common feature between *Haptoglossa* and *Myzocytiopsis* recognition, the response is likely to be triggered by a different molecule in each case. Despite the fact that *Haptloglossa* infections are easier to propagate in nematode populations, we found that the potency of *Haptoglossa* extracts to induce *chil-27::GFP* was consistently lower than those prepared from *M. humicola.* This suggests that a distinct oomycete molecular pattern may be present in the unique infectious cells of *Haptoglossa*, which are missing in *M. humicola*. Extracts from both oomycetes will be subjected in the future to metabolomics analysis to identify their active constituents. Furthermore, the establishment of *C. elegans* as a model will allow genetic work to dissect the signalling pathway including the host receptors involved in oomycete perception.

The identity of wild nematodes found infected by *Haptoglossa* has rarely been assessed (Glockling and Beakes, 2002), but a broad host range was expected given that these oomycetes have been reported to also infect rotifers (Barron, 1980; Robb and Barron, 1982). We found that all nematodes we tested were susceptible to infection, including *Pristionchus pacificus* which was previously found to be resistant to *M. humicola* (Osman et al., 2018). Nematode-killing pathogens have been proposed as biocontrol agents for animal and plant parasitic nematodes to protect livestock and minimise losses in economically important crops (Nordbring-Hertz et al., 2011). Oomycetes, as broad range nematode pathogens, may offer new opportunities for biocontrol and our ability to grow them in the lab using *C. elegans* could streamline the production of such biocontrol agents.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author Contributions

MG and MF carried out the majority of the experiments. CE performed the TEM microscopy. KL contributed transgene induction assays. CB, M-AF, and SG sampled the new pathogen strains. MB supervised and led the work. All authors contributed to writing and editing of the manuscript. All authors contributed to the article and approved the submitted version

## Funding

We would like to thank the Wellcome Trust [219448/Z/19/Z] for supporting this work.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Phylogenetic analysis of *Haptoglossa* strains. The phylogenetic tree was inferred by Maximum Likelihood based on 14 *cox2* sequences using MEGA X (Kumar et al., 2018). The tree with the highest log likelihood is shown and is drawn to scale with branch lengths measured in the number of substitutions per site. The new *Haptoglossa* isolates are highlighted in blue and *M. humicola* (JUo1) was used as an outgroup. The following 10 sequences with Genbank accession number were used: AB437406 SZ03; AB437405 Y11; AB253786 SZ01; KT257467 LEV6507; AB253780 TK01; AB253781 NA01; AB253782 TK02; AB253783 TK03; AB253785 NI01; AB253784 KG01.

Supplementary Figure 2 Infection phenotypes caused by *Haptoglossa* strains. *Haptoglossa* sp. are highly potent pathogens, with all nematodes dying from their attack under lab conditions. **(A)** *C. elegans* infected by MBAo1. **(B)** Zoomed image of MBAo1 infected animals showing sausage-like thalli and multiple exit sites for release of zoospores. **(C)** *C. elegans* infected by NICo1 showing presence of clusters of spores throughout the plate. **(D)** Zoomed image of NICo1 infected animals showing spore clusters around the bodies of dead worms. **(E, F)** Single animals are shown of Juo6 infection **(E)** and MBAo1 infection **(F)** to highlight how spores are clustered around dead worms in infections by JUo6. **(G, H)** Gun cells produced by *Haptoglossa* isolates. **(G)** NICo1 produces larger gun cells compared to MBAo1 **(H)**. Scale bar is 500 µm in **(A, C)**; 100 µm in **(B, D–F)**; 10µm in **(G, H)**.

Supplementary Figure 3
*H. zoospora* is an oomycete with a broad host range. Susceptibility to infection by *H. zoospora* analyzed for other isolates of *C. elegans*, other *Caenorhabditis* species and other nematodes. Unlike *M. humicola*, *H. zoospora* could infect all tested nematodes.

Supplementary Figure 4 Gene ontology enrichment analysis of up-regulated genes identified at different timepoints. Two time points are shown 6 hours **(A)** and 12 hours **(B)** post *H. zoospora* exposure. All datasets have been analysed using the enrichment analysis tool on Wormbase.

Supplementary Figure 5
*C. elegans* does not avoid *Haptoglossa zoospora* or extracts derived from it. Avoidance assay showing percentage of animals leaving the lawn 2h and 16h post exposure to *H. zoospora* or pathogen extract at 25°C. Five plates with 30 worms on each were used for every condition (n=150). Ten dead worms were added on to each OP50+MBAo1 plates thereby maintaining a ratio of 1:3 for dead:alive animals. No significant difference was observed between the lawn distribution of pathogen-exposed or extract-exposed vs unexposed worms with a Chi-squared test.

Supplementary Figure 6 Growth of the NICo1 strain of *Haptoglossa* inside *C. elegans.* **(A, B)** Pathogen by FISH shows single sporidia at infection sites **(A)** and developing thalli **(B)**. Red corresponds to pathogen 18S rRNA and blue to *C. elegans* and pathogen nuclei stained by DAPI. **(C–H)** TEM images of the infection process starting from single sporidia within 6 hours (C), which grow into thali and cause tissue degradation within 24-48 hours **(D–F)**. In panels **(C–H)**, “p” marks pathogen and “w” worm tissues. **(G, H)** Compartmentalisation of thalli and aplanospore spore formation at the 48 hour time point. Scale bars are 2 µm in **(C, D, F–H)** and 10 µm in **(A, B, E)**.

Supplementary Table 1 RNA-seq results of *C. elegans* 6 hour and 12 hour post *H. zoospora* exposure. Sheet 1 gives the summary of total differentially expressed genes. Sheet 2 (6 h) and Sheet 3 (12 h) give the list of all differentially expressed genes along with their transcript names, Wormbase Gene IDs, gene/sequence names, Wald test p value and p-value adjusted for multiple test correction.

Supplementary Table 2 Gene lists of COR genes and overlap between COR and ORR genes.

Supplementary Table 3 GSEA analysis of genes upregulated upon *H. zoospora* exposure. Gene sets showing significant intersection with up-regulated genes at 6 h (Sheet 1) and 12 h (Sheet 2) post MBAo1 exposure (NOM p-value<0.05, FDR q-value<0.25 are considered significant). Sheet 3 gives the list of gene sets used in GSEA analysis. Gene sets with overlap > 25 genes were included in the analysis.

Supplementary Video 1 N2 animal retracting upon contact with *Haptoglossa sp.* NICo1 spores/gun cells.

# Supplementary material for: Infection of C. elegans by Haptoglossa Species Reveals Shared Features in the Host Response to Oomycete Detection
**Source:** Front Cell Infect Microbiol. 2021 Oct 14;11:733094. doi: 10.3389/fcimb.2021.733094
**Supplement:** Supplementary Figure 1 — Phylogenetic analysis of Haptoglossa strains. The phylogenetic tree was inferred by Maximum Likelihood based on 14 cox2 sequences using MEGA X (Kumar et al., 2018). The tree with the highest log likelihood is shown and is drawn to scale with branch lengths measured in the number of substitutions per site. The new Haptoglossa isolates are highlighted in blue and M. humicola (JUo1) was used as an outgroup. The following 10 sequences with Genbank accession number were used: AB437406 SZ03; AB437405 Y11; AB253786 SZ01; KT257467 LEV6507; AB253780 TK01; AB253781 NA01; AB253782 TK02; AB253783 TK03; AB253785 NI01; AB253784 KG01.

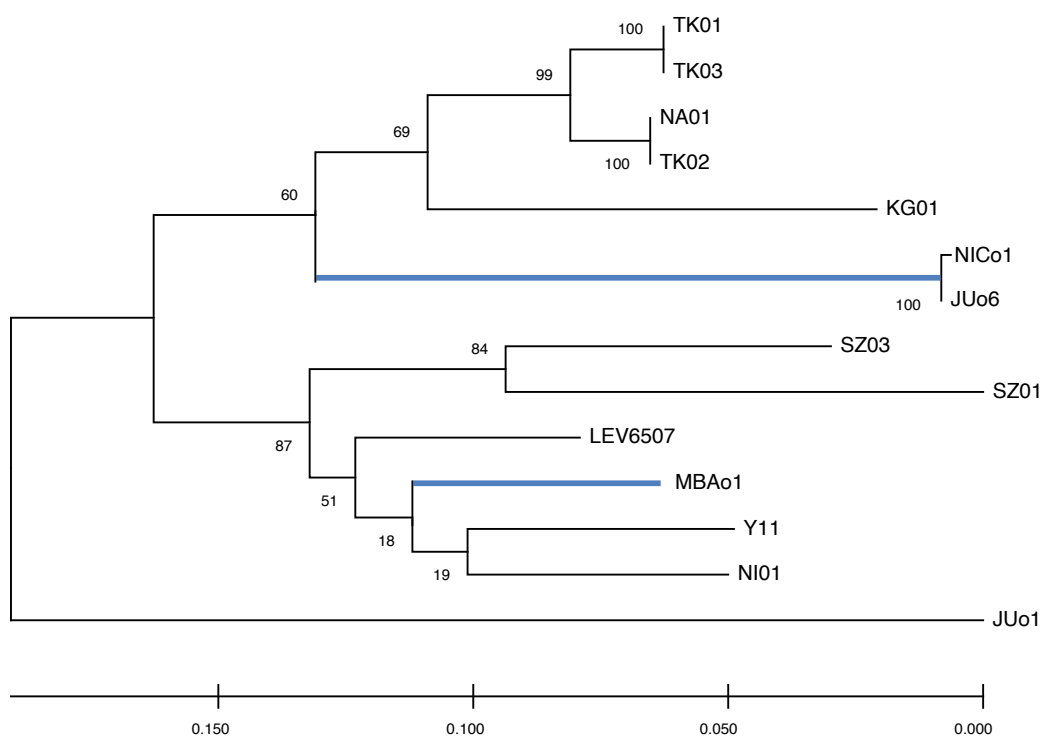

Figure S1

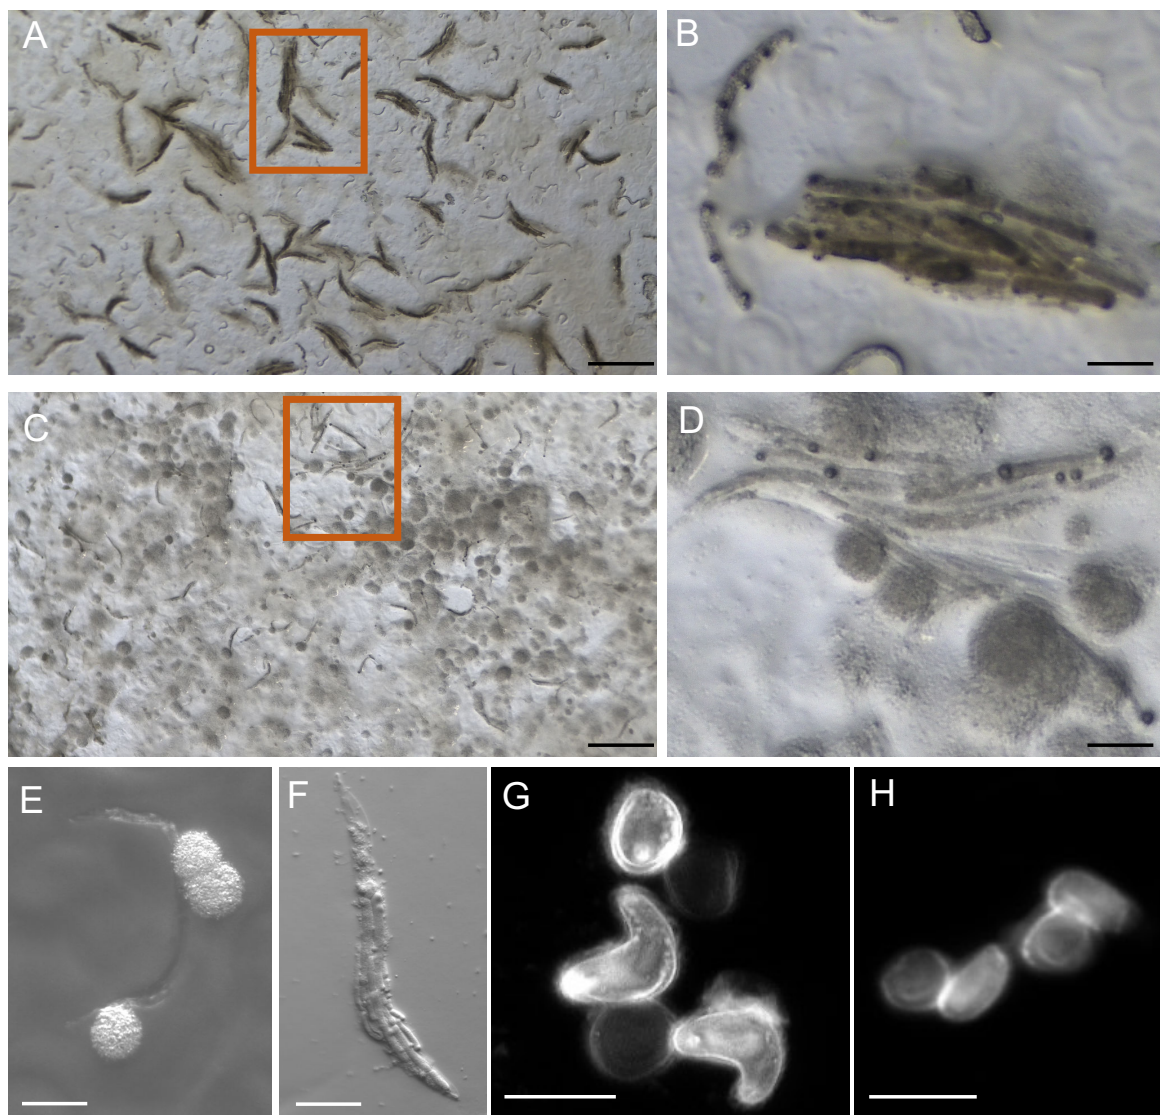

Figure S2

	Infected by<br><i>H. zoospora</i> MBAo1	Infected by<br><i>M. humicola</i> JUo1
<i>C. elegans</i> N2	Yes	Yes
<i>C. elegans</i> CB4856	Yes	Yes
<i>C. elegans</i> JU2519	Yes	Yes
<i>C. briggsae</i> AF16	Yes	Yes
<i>C. remanei</i> PB4641	Yes	Yes
<i>C. angaria</i> RGD1	Yes	Yes
<i>O. tipulae</i> CEW1	Yes	Yes
<i>P. pacificus</i> PS312	Yes	No
<i>M. spiculigera</i><br>MBA1180	Yes	ND

Figure S3

A

MBAo1 infection 6 hours

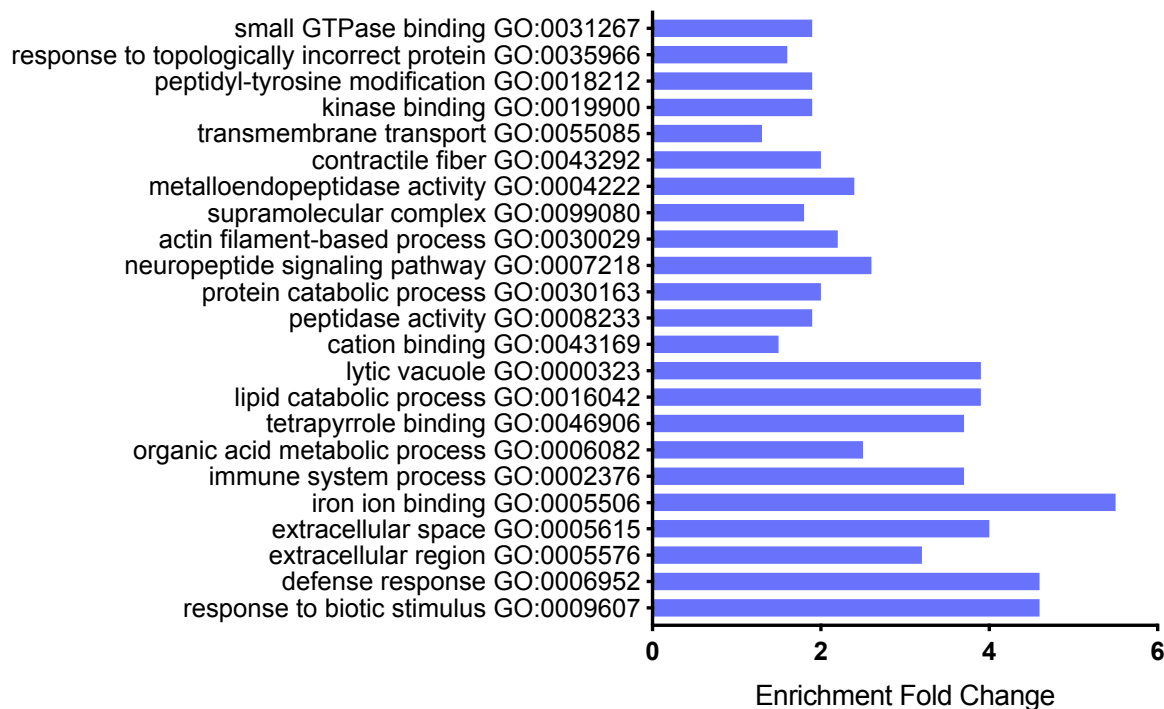

B

MBAo1 infection 12 hours

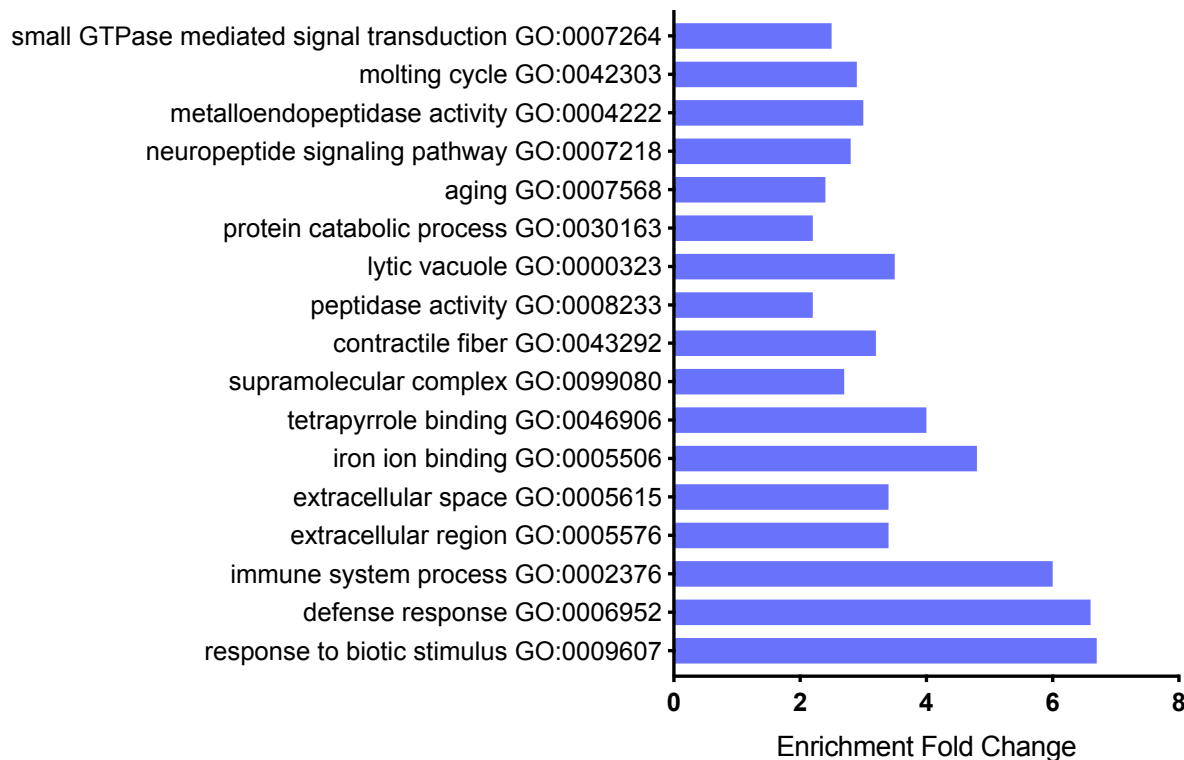

Figure S4

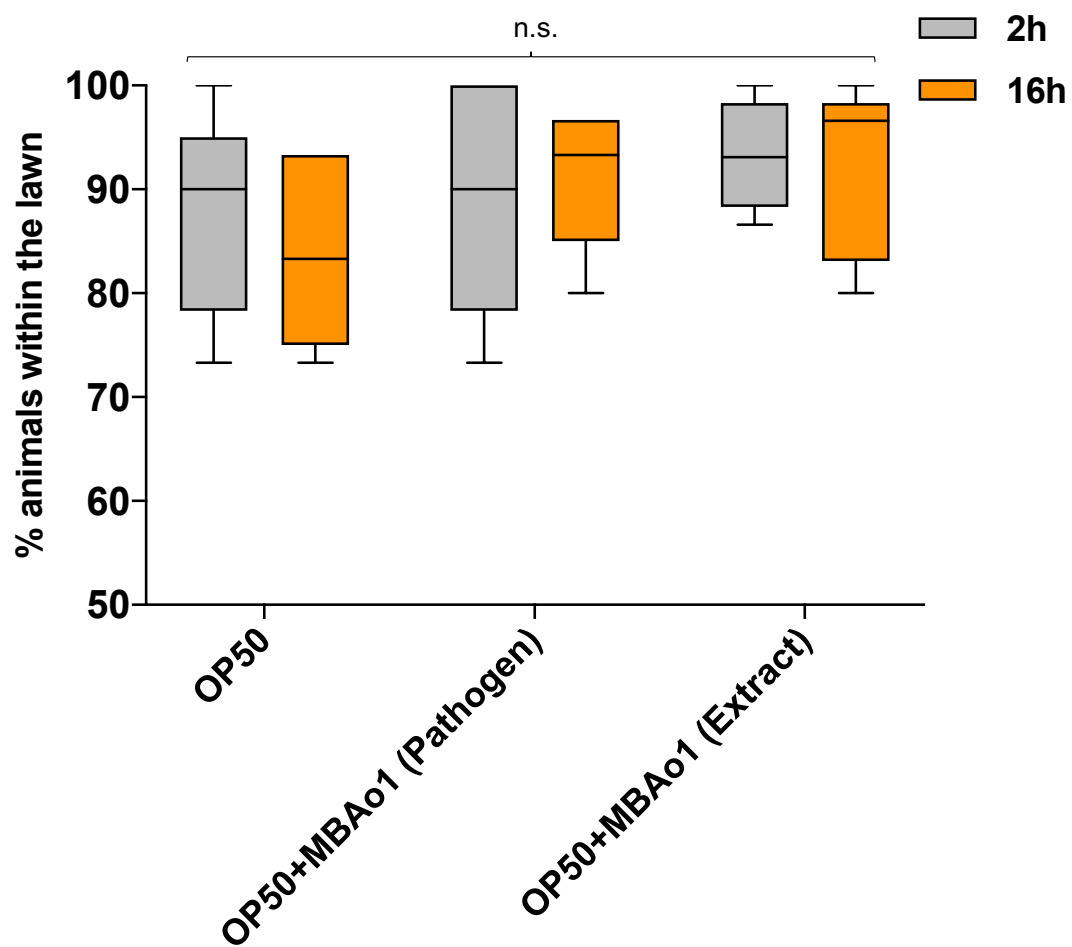

Figure S5

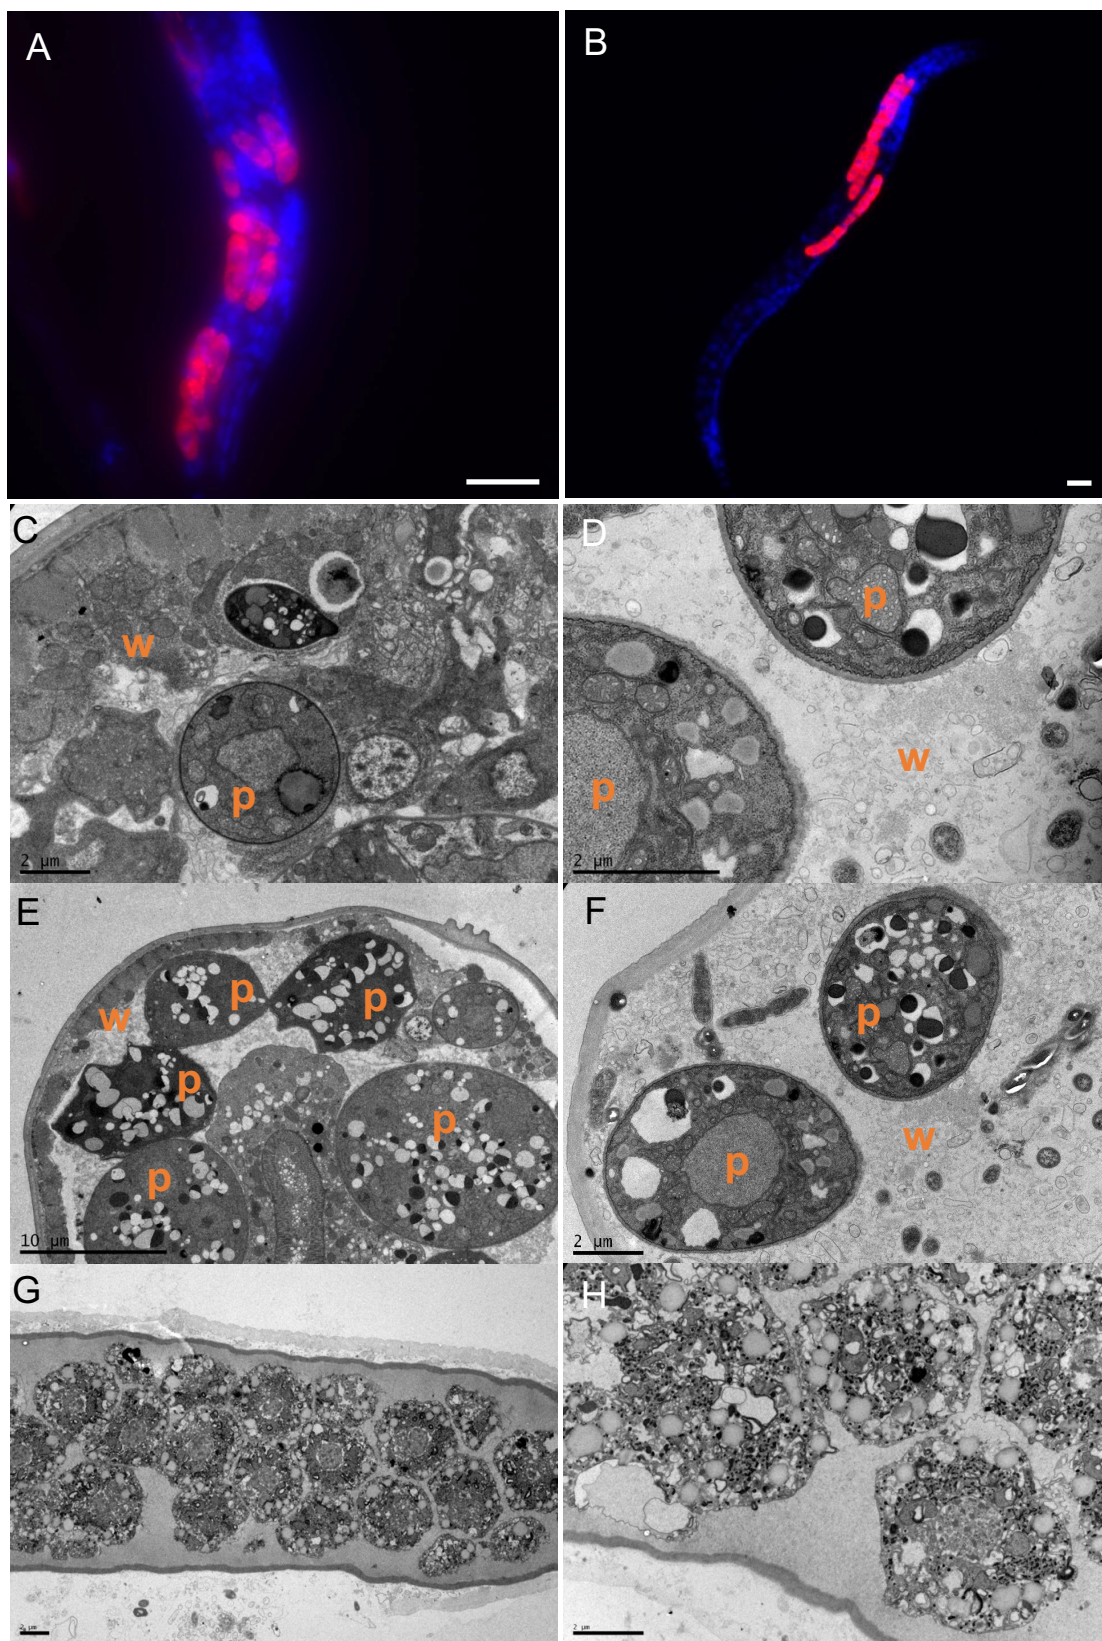

Figure S6

How the deposited data were processed for this re-analysis (not part of the article)

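RNA from *C. elegans* N2 animals exposed to *H. zoospora* from the L4 stage, and from control animals, was sequenced 6 h and 12 h after exposure, with 3 libraries in each group except the 12 h control group, which has 2. The authors deposited 1 table per library of estimated counts and TPM, made by Kallisto (the submitters' processing notes name kallisto, sleuth and the assembly WBcel235, without versions). Only the deposited estimated counts and effective lengths were used, and TPM for the alternatives was recomputed from them. The deposited tables hold 23953 target sequences, of which 23771 are coding sequences and the rest are mostly repeats. The rest took 0.066% to 0.151% of the estimated counts of a library and was kept out of library sizes in the tests of genes. Repeats were tested in a fit together with the genes. Nothing says whether the replicates came from separate cultures beyond the paper's statement of biological triplicates.

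Estimated counts were summed over the transcripts of each of 20188 genes and rounded to whole numbers. Gene names and coordinates came from the Ensembl 115 annotation of WBcel235, which matched 19592 genes (97.0%) by sequence name. Genes were filtered with edgeR's filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood test) in R 4.3.3, separately at each time point. A gene was called at p under 0.01 and an adjusted p under 0.1. Standard errors of log2 fold changes are the fold change divided by the square root of F. CPM values are scaled by TMM. A fold against control libraries that hold no count is a lower bound against 3 counts over the group, and with 1 to 3 counts the ratio is given with an exact 95% counting interval. Bounds and intervals cover counting error only.

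Before the data were examined, the following were fixed: the mapping of samples, the tests, the alternatives, the gene lists and the rule for naming genes. The text prints only part of the genes that the rule takes, chosen with their values known. The rule takes the *chil* genes, *pals-22* and *pals-25*; at each time the 10 genes with the largest positive and the 10 with the largest negative fold change among called genes with an average log2 CPM of at least 2 whose libraries do not overlap; up to 4 members of each list with the smallest p; and the first 5 genes of each sheet of Table S1, whose values in the paper had been seen. Gene lists were tested with limma 3.58.1 (camera, preset correlation 0.01), with adjusted p-values over all lists and both times. Lists drawn by the study (COR, and COR and ORR) were only counted. An interaction of exposure and time, and the 12 h against the 6 h controls, were tested in 1 fit of all 11 libraries.

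The alternatives were DESeq2 1.42.0, RLE scaling, no filter, the default filter of Sleuth (5 counts in 47% of libraries), tests on transcripts with edgeR or with limma on the natural log of counts plus 0.5, counts rebuilt from TPM, limma on log2 of TPM plus 1, all 11 libraries in 1 fit, an adjusted p under 0.05 alone, the replicate number as a block, and each library left out in turn. Removing both replicate 3 libraries at 12 h and correcting for coding length were added after seeing the data, and the latter was rewritten once because its first output showed an error in its centring. Sleuth itself was not run, since its bootstraps were not used here.

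The tests were checked on simulated counts with 50 genes changed at each fold, and the simulation itself was revised after its output was seen. With 3 against 3 libraries and the spread at 6 h, edgeR recovered 84% of 2-fold, 98% of 4-fold and 100% of 8-fold changes with 27 false calls among 13876 genes. With the libraries and spread at 12 h it recovered 4% of 2-fold, 12% of 4-fold, 48% of 8-fold and 98% of 32-fold changes with 11 false calls among 13720 genes. DESeq2 made 60 and 108 false calls in these simulations, and 92 among 14424 genes between the controls, against 8 in edgeR. The simulation drew each gene separately, with edgeR's own estimates of spread. It did not model libraries that shift as a whole, as the replicate 3 libraries at 12 h do, so these rates may not carry over to the real data. No pair of replicates differed by as little as counting noise: the chi-square per gene between replicates was 9.8 or more.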

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

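The tests of younger animals, of a batch of replicate 3, of the spread of the replicate 3 libraries and of an earlier stage were chosen only after the result was seen, as was the correction for coding length. The bounds of the other tests in this part were set before it.

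Genes of several groups that the paper does not discuss were called. Of 103 tested cuticle collagen genes, 29 were downregulated and 12 upregulated at 6 h, and of 122 at 12 h 21 were downregulated and 1 upregulated (33 and 1 when adjusted over the list alone). At 6 h their median log2 fold change was 0.20 while camera placed them below other genes (adjusted p = 0.0066, and 0.43 with an estimated correlation), so median and test differ in sign. That adjusted p was 0.14 without infected replicate 2 at 6 h and 0.17 with no filter. At 12 h the median was -0.14 (adjusted p = 2.1e-10, and 0.55 with an estimated correlation), and infected replicate 3 lay above the other infected libraries by a median of 1.92 (log2). *col-159* had a log2 fold change of -3.48 (standard error 0.14, adjusted p = 2.4e-05 from edgeR) at 6 h and *col-129* of -5.79 (standard error 0.52, adjusted p = 0.017 from edgeR) at 12 h.

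Of 10 genes of the fasting response, 8 were upregulated at 6 h, with *icl-1*, the glyoxylate cycle enzyme, at a log2 fold change of 1.96 (standard error 0.09, adjusted p = 3.2e-05 from edgeR) and the lysosomal lipase gene *lipl-3* at 3.55 (standard error 0.32, adjusted p = 0.00039 from edgeR). camera gave an adjusted p of 5.5e-05, and 0.38 with an estimated correlation. At 12 h 1 of 10 was upregulated (4 when adjusted over the list alone). Of 113 cytochrome P450 and UGT genes, 44 were upregulated and 17 downregulated at 6 h (adjusted p = 0.001 from camera, and 0.40 with an estimated correlation), among them *ugt-26* with a log2 fold change of 3.21 (standard error 0.16, adjusted p = 3.2e-05 from edgeR), and 17 and 2 of 118 at 12 h (21 and 3 when adjusted over the list alone). Of 34 sperm genes, 13 were downregulated at 12 h (18 when adjusted over the list alone; adjusted p = 1.1e-26 from camera, and 0.38 with an estimated correlation). *msp-113* was at least 60.5-fold lower, from 2.56 ± 0.564 CPM (SD, n = 2) in controls to no count. At 6 h only 6 of the 52 sperm genes in the counts passed the filter, and 2 were upregulated. Reads may be shared between *msp* genes, so the members of this list may not be separate measurements. The transposon sequence MARINER2_CE had 32.2 ± 8.5 CPM (SD, n = 3) at 6 h against 12.5 ± 1.77 CPM (SD, n = 3) in controls, a log2 fold change of 1.29 (standard error 0.19, adjusted p = 0.0032 from edgeR). At 12 h its log2 fold change was 1.97 (standard error 0.55, adjusted p = 0.21 from edgeR), and without both replicate 3 libraries, which leaves 1 control library, it was called with 2.18 (standard error 0.25, adjusted p = 1.8e-05 from edgeR).

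Explanations were tested for the collagens lower at 6 h. After a correction for the trend of counts on coding length, 100.0% of the 29 called genes kept their call, so such a trend alone does not account for them. Exposed animals at an earlier stage cannot be told apart from an effect of exposure. They would lack vitellogenin and oocyte transcripts. The 24 genes of these lists had a median log2 fold change of -0.16 (quartiles -0.29 and -0.08) at 6 h. That is short of the 2-fold fall set for the test, and it meets the bound that was set as going against an earlier stage. camera placed the oocyte genes below other genes at 6 h (adjusted p = 0.0035, and 0.57 with an estimated correlation). Their median of -0.16 was like those of the ribosomal protein genes (-0.18) and the respiratory chain genes (-0.17), so this shift is not particular to oocyte genes. The sperm genes, which are made in the L4 stage, go with an earlier stage. camera placed the 6 tested ones above other genes, with a median log2 fold change of 1.28 (adjusted p = 0.016, and 0.51 with an estimated correlation). For the sperm genes the adjusted p was 0.12 and 0.14 without control replicate 1 and 3 and 0.057 and 0.054 without infected replicate 1 and 3. At 12 h the 34 tested sperm genes went the other way, with a median log2 fold change of -4.49.

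Infected replicate 3 at 12 h stands apart from the other infected libraries. Coding length is a candidate explanation for part of this: across genes its deviation had a Spearman correlation of -0.62 with coding length, that of control replicate 3 at 12 h had one of -0.50, and ribosomal protein genes exceeded other genes of like coding length by a median of 0.36 (log2), under the 0.5 set beforehand. Younger animals are also open: 18 oocyte and eggshell genes deviated by a median of -1.28, while 34 sperm genes deviated by a median of 0.0 (quartiles -0.26 and 1.56). A batch shared with control replicate 3 cannot be told apart from these: the deviations of both libraries had a correlation of 0.43 across genes, between the bounds set for the test. Both libraries lay above the others of their group for the ribosomal protein genes (medians of 1.62 in the infected and 0.98 in the control library), the cuticle collagens (1.92 and 0.92), the histone genes (1.18 and 0.72) and the respiratory chain genes (0.55 and 0.70). They went apart for the vitellogenins (-2.96 and 0.08), the heat shock genes (3.2 and -1.31), the molting cycle genes (0.59 and -0.99) and the body wall muscle genes (-0.91 and 0.39). The repeats CER1 and HELITRON2_CE, named after their values were seen, were lower in both than in the other 9 libraries. The labels name no batch.

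Fewer genes were called at 12 h than at 6 h. With the spread at 6 h, having 1 control library less does not account for it: with 1 control library left out at 6 h at least 886 genes were upregulated, against 333 at 12 h. The cost of a missing control library under the spread at 12 h was not tested, so library number and spread cannot be separated there. Whether the spread of the replicate 3 libraries accounts for it stays open. Without both, 1206 genes were upregulated at 12 h, within 1.5 times the number at 6 h, and all 333 upregulated and 81 downregulated genes were again called. That comparison has 1 control library, whose spread is taken from the 2 infected ones. Without infected replicate 3 alone, which keeps both control libraries, 760 genes were upregulated, not within 1.5 times the number at 6 h, and without control replicate 3 alone, which leaves 1 control library, edgeR called 0, with 725 genes at an unadjusted p under 0.05.

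The 6 libraries at 6 h can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 1961 genes and the highest of the other splits called 0. The number of splits with as many calls was 1.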

How the results depend on the processing

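Removing both replicate 3 libraries at 12 h and correcting for coding length were chosen after seeing the data. At 6 h the numbers of upregulated and downregulated genes stayed within 1.5 times of 1400 and 561 in each comparison over all 6 libraries except the fit of all 11 libraries (620 and 102). The numbers of COR genes (204), of COR and ORR genes (109) and of *chil* genes (10) at 6 h stayed within 1.5 times in all. At 12 h the 333 upregulated genes became 930 in DESeq2, 176 with transcripts in edgeR, 202 with limma on log2 TPM, 1119 in the fit of all 11 libraries, 155 at an adjusted p under 0.05 alone, 653 with the coding length correction and 1206 without both replicate 3 libraries. The 81 downregulated genes became 233, 35, 76, 577, 25, 197 and 561 in these settings, and 41 with transcripts in limma on natural log counts. The 307 genes upregulated at both times became 699, 169, 195, 545, 152, 563 and 884. The 113 COR genes at 12 h became 71 with limma on log2 TPM, 175 in the fit of all 11 libraries, 73 at an adjusted p under 0.05 alone and 188 without both replicate 3 libraries, and the 77 COR and ORR genes became 50 with limma on log2 TPM. The 3 *chil* genes at 12 h became 10 in DESeq2, 5 with RLE scaling, 6 with no filter, 1 with limma on log2 TPM, 11 in the fit of all 11 libraries, 9 with the coding length correction and 10 without both replicate 3 libraries. The 0 genes whose exposure effect differed between times in edgeR became 18 in DESeq2, 1 with transcripts in edgeR and 1 with transcripts in limma. The 1 gene that differed between the 12 h and 6 h controls (*col-7*, named after its value was seen) became 10 in DESeq2, 0 with the Sleuth filter, 2 with transcripts in edgeR, 9 with transcripts in limma and 0 without both replicate 3 libraries. For these changes the cause was not tested. The median log2 fold change of all tested genes at 12 h was 0.18 with TMM, 0.09 with RLE and 0.04 with limma on log2 TPM.

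With each library left out in turn, the number upregulated ranged from 886 to 1706 at 6 h and from 0 to 760 at 12 h, and the number downregulated from 297 to 589 and from 0 to 261. Genes upregulated at both times ranged from 0 to 620. COR genes ranged from 0 to 162 at 12 h, COR and ORR genes from 0 to 96 and *chil* genes from 0 to 10 at that time. Genes with a different exposure effect ranged from 0 to 2, and genes that differed between controls from 0 to 834, the highest without control replicate 2 at 12 h. The comparisons without control replicate 2, without control replicate 3 and without both replicate 3 libraries at 12 h have 1 control library at that time, which is assumed to vary like the other libraries of the fit. The 1206 upregulated and 561 downregulated genes, the 884 genes upregulated at both times the 188 COR genes and the 10 *chil* genes given above for the last of these rest on such a comparison.

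Of 78 tests of gene lists, 45 passed with the preset correlation, 0 with an estimated correlation and 20 with fry, which tests whether a list moves one way and does not compare it with other genes. The setting with an estimated correlation also ended calls where that correlation was about 0. At 12 h it was -0.01 for the SKN-1 targets and 0.0 for the fasting response. Their adjusted p from camera went from 0.046 to 0.43 and from 0.0066 to 0.39. Since no list passed, this setting cannot tell lists apart. For other lists the estimate lay far above the preset 0.01, such as 0.79 and 0.92 for the ribosomal protein genes at 6 h and 12 h. For these genes fry gave adjusted p-values of 0.36 and 0.82. Where the estimate is that high, the p-values with the preset correlation may be too small. With 1 library left out, 40 to 48 passed. The direction turned for the *abu* genes at 12 h without control replicate 2 (adjusted p = 0.0069, within a range of 0.0069 to 0.90 over the left-out libraries) and for the ribosomal protein genes at 12 h without control replicate 3 (adjusted p = 0.83, within a range of 1e-13 to 0.83). Over the genes printed in the text, which were chosen with their values known from those the rule takes, 1299 comparisons kept the side of the threshold, 100 lost a call, 20 gained one and none turned a called direction.

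The replicate numbers did not pair the libraries at 6 h, where deviations from the group means of same-numbered libraries had correlations across genes of 0.19, 0.24 and -0.12, so that not every library correlated best with its own number. At 12 h there are 2 pairs, too few to decide. Their correlations were 0.46 and 0.50, and infected replicate 1 also had one of 0.46 with control replicate 2. The deviations of 2 control libraries from their mean mirror each other, so these correlations are not separate evidence. A batch shared by the replicate 3 libraries at 12 h stays open. With the replicate number as a block, 1335 and 580 genes were called at 6 h, 1260 upregulated and 331 downregulated at 12 h, 740 upregulated at both times, 10 *chil* genes upregulated at 12 h, and 0 genes between the controls. At 12 h infected replicate 1 has no control of its number, so the separate fit with the block rests on 2 pairs. The title and the file of control replicate 2 also give different replicate numbers. The calls with the block at 12 h are therefore weak support. Among the gene lists, the block moved the adjusted p from camera past 0.05 for the ribosomal protein genes at 12 h (0.30), the SKN-1 targets at 12 h (0.062) and the ER unfolded protein response genes at 6 h (0.053), and under it for the body wall muscle genes at 6 h (0.049). Depth limits genes near 0 counts: a control group at 0 gives only a lower bound on a fold.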

Differences from the paper's values

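Of the 2131 transcript names in the copy of Table S1 used here, 1429 are among the target sequences analysed here, and 1929 of its 1993 genes are among the genes, so the paper's values and those here are not all for the same transcripts.

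The paper's number of genes upregulated at 12 h is 514, at the same thresholds but for transcripts in Sleuth, and 333 were upregulated here. Among the alternatives set before the data were examined, no filter (365) and leaving out infected replicate 1 (416) or infected replicate 3 (760) at 12 h come within 1.5 times of the paper's value. DESeq2 (930), RLE scaling (333), the Sleuth filter (310), transcripts in edgeR (176), transcripts in limma (316), counts rebuilt from TPM (334), limma on log2 TPM (202), all 11 libraries in 1 fit (1119), an adjusted p under 0.05 alone (155), the replicate block (1260), and leaving out either control library (0) or infected replicate 2 (272) do not. The coding length correction (653), chosen after seeing the values, also comes within 1.5 times. It leaves 81 of the 483 matched genes of the paper's 12 h list uncalled, 1 of them called without it, against 188 uncalled over all libraries without it.

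For the genes upregulated at both times, the paper's representation factor is 4.1 (Fig. 4A) and the ratio here is 9.2, over genes tested at both times. No alternative that gives a value comes within 1.5 times of the paper's. They range from 6.5 with the replicate block to 13.4 without control replicate 3 at 6 h. The sets of genes counted as background are not the same in both. The ratio grows with the number of background genes, and every alternative took the genes tested at both times. The alternatives therefore cannot tell a difference in calls from a difference in background. The number of shared genes itself, 424 in the paper and 307 here, lies within 1.5 times.

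The paper's Table S1 holds 5 *chil* genes upregulated at 12 h, and 3 were called here. RLE scaling (5), no filter (6) and leaving out infected replicate 1 (4) come within 1.5 times, and the other alternatives do not.

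The paper's b values are natural logs, so the fold changes here are given on that scale, with standard errors. For *chil-6* at 6 h the paper's value is 2.27544 (standard error 0.620466) and the value here 4.48 (standard error 0.49). Only limma on log2 TPM (2.08) differs by less than the larger error. For *chil-5* the paper's value is 1.80877 (standard error 0.488301) and the value here 2.54 (standard error 0.31), and only leaving out infected replicate 3 (2.25) falls within the error. For *chil-4* the paper's value is 1.54024 (standard error 0.517797) and the value here 2.55 (standard error 0.33), with no alternative within the error. For *chil-28*, listed here as the pseudogene F15A4.8, the paper's value is 5.90784 (standard error 0.589678) and the value here 4.94 (standard error 0.29), with transcripts in edgeR (5.5) and in limma (5.61) within the error. For *chil-1* at 12 h the paper's value is 4.51519 (standard error 1.24152) and the value here 3.12 (standard error 0.68). Counts rebuilt from TPM (3.48) and leaving out control replicate 2 (3.82) or infected replicate 3 (3.38) fall within the error. *chil-1* and *chil-27*, which the paper calls at 12 h, were not called here. *chil-1* passed in DESeq2, with RLE scaling, with no filter, in the fit of all 11 libraries, with the replicate block and without infected replicate 3 at 12 h, and *chil-27* in DESeq2, in the fit of all 11 libraries, with the replicate block and without infected replicate 3 at 12 h. Both also passed with the coding length correction and without both replicate 3 libraries, settings chosen after seeing the values, the latter of which leaves 49 of the 483 genes uncalled and loses 0 of those called over all libraries.

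For *pgp-6* at 6 h the paper's value is 8.39067 (standard error 0.303048) and the value here 3.16 (standard error 0.15). For K01C8.1, now named *srdh-1*, at 12 h the paper's value is 7.362 (standard error 0.708666) and the value here 1.62 (standard error 0.37). No alternative falls within the error for either gene. K01C8.1 was not called here at 12 h (adjusted p = 0.11 from edgeR) and passed in DESeq2, in the fit of all 11 libraries, with the replicate block and without infected replicate 3 at 12 h, and also with the coding length correction and without both replicate 3 libraries, chosen after seeing the values.

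The other *chil* fold changes and numbers compared, among them the genes upregulated at 6 h and shared between times and the COR genes, lie within the bounds. The *chil* counts here leave out *chil-28*, which the paper's counts take in where it was called, so they do not cover the same genes. The copy of the 6 h sheet of Table S1 used here holds 1998 rows and is cut short among the downregulated transcripts.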

Other observations

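Of 10 intestinal genes, 3 were downregulated at 6 h, among them *act-5*, the actin of intestinal microvilli, with 121 ± 21.3 CPM (SD, n = 3) against 302 ± 34.2 CPM (SD, n = 3) in controls, a log2 fold change of -1.32 (standard error 0.15, adjusted p = 0.00092 from edgeR). Of 6 vitellogenins 1 was downregulated, *vit-1*, with a log2 fold change of -1.03 (standard error 0.21, adjusted p = 0.015 from edgeR). Of 18 oocyte and eggshell genes 1 was downregulated, as were 1 of 13 body wall muscle genes, 1 of 10 epidermal genes and 4 of 36 genes of the respiratory chain and ATP synthase, while 1 of 14 neuronal (0 when adjusted over the list alone) and 1 of 6 pharyngeal genes were upregulated. Of 14 desaturase and elongase genes, 3 were upregulated and 2 downregulated, of 17 molting cycle genes 3 and 1, and of 26 histone genes 2 and 1. None of 8 early zygotic genes, 6 *abu* genes or 75 ribosomal protein genes was called by edgeR at 6 h, with 0, 2 and 4 genes at an unadjusted p under 0.05, and 0 up, 2 up and 3 down in DESeq2. The median log2 fold change of the *abu* genes at 6 h was 0.85.

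At 12 h none of these lists had a gene called by edgeR over all genes, and when adjusted over the list alone 1 intestinal and 1 desaturase or elongase gene were lower and 2 molting cycle genes higher. At an unadjusted p under 0.05 there were 3 of the intestinal, 3 of the molting cycle, 4 of the desaturase and elongase, 1 of the *abu* and 1 of the respiratory chain genes, and 0 of the others, and DESeq2 called 3, 3, 3, 1 and 1 and 0 of the others. camera placed the ribosomal protein genes below other genes at 6 h and 12 h (adjusted p = 3.6e-06 and 0.0025, and 0.64 and 0.80 with an estimated correlation), the oocyte genes (adjusted p = 0.0035 and 0.00018, and 0.57 and 0.56 with an estimated correlation), the respiratory chain genes (adjusted p = 7.1e-05 and 3.9e-05, and 0.57 and 0.57 with an estimated correlation) and the intestinal genes (adjusted p = 0.041 and 0.0011, and 0.51 and 0.43 with an estimated correlation). At 12 h it placed the vitellogenins (adjusted p = 0.0066, and 0.57 with an estimated correlation) and body wall muscle genes (adjusted p = 0.0066, and 0.51 with an estimated correlation) below other genes, and at 6 h the neuronal genes above (adjusted p = 0.024, and 0.58 with an estimated correlation). The epidermal, pharyngeal, early zygotic, desaturase, molting, *abu* and histone lists did not pass at either time over all libraries. With 1 library left out, the call of the ribosomal protein genes at 12 h ended without infected replicate 1 or 2 (adjusted p = 0.26 and 0.26) and without control replicate 3 (0.83, with the direction turned), that of the respiratory chain genes at 12 h without control replicate 3 (0.060), that of the muscle genes without infected replicate 3 (0.082), that of the intestinal genes at 6 h without control replicate 1 or 3 or infected replicate 2 or 3 (0.050 to 0.16), and that of the neuronal genes without control or infected replicate 3 at 6 h (0.087 and 0.10). The call of the vitellogenins at 12 h ended without both replicate 3 libraries (0.13), a comparison chosen after seeing the data. In infected replicate 3 at 12 h the ribosomal protein genes deviated from the other infected libraries by a median of 1.62 (log2), opposite to the direction from camera. The oocyte genes deviated by -1.28, the vitellogenins by -2.96, the muscle genes by -0.91, the intestinal genes by -0.86 and the respiratory chain genes by 0.55.

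Among repeat sequences at 6 h, 1 was called higher and 3 lower of 118 tested. TC1A, CER16-2-I_CE and CER7-I_CE had log2 fold changes of -0.75 (standard error 0.16, adjusted p = 0.021), -0.50 (standard error 0.13, adjusted p = 0.038) and -0.92 (standard error 0.27, adjusted p = 0.064) from edgeR. Adjusted over the repeats alone their p-values were 0.093, 0.16 and 0.22, so the last 2 calls end. At 12 h over all libraries 0 of 120 repeats were called, and TC1A had a log2 fold change of -0.71 (standard error 0.51, adjusted p = 0.67 from edgeR). Without both replicate 3 libraries, a comparison with 1 control library that was chosen after seeing the data, the log2 fold change of TC1A was -1.04 (standard error 0.20). The retrotransposon CER1 had 64.3 and 66.7 CPM in control and infected replicate 3 at 12 h, and 365 to 631 CPM in the other 9 libraries. The transposon sequence HELITRON2_CE had 3.92 and 4.63 CPM in these libraries and 30.6 to 56.6 CPM in the others. Both were named after their values were seen.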
